# Total transcriptome analysis of *Candida auris* planktonic cells exposed to tyrosol

**DOI:** 10.1186/s13568-023-01586-z

**Published:** 2023-08-02

**Authors:** Noémi Balla, Ágnes Jakab, Fruzsina Kovács, Ágota Ragyák, Zoltán Tóth, Dávid Balázsi, Lajos Forgács, Aliz Bozó, Farah Al Refai, Andrew M Borman, László Majoros, Renátó Kovács

**Keywords:** *Candida auris*, Tyrosol, Oxidative stress, Quorum-sensing, Iron, Metal, Treatment

## Abstract

Tyrosol, a secondary metabolite of *Candida* species, regulates fungal morphogenesis, and its application may represent a novel innovative therapy against emerging multi-resistant fungal superbug such as *Candida auris*. In the current study, the effects of tyrosol on growth, redox homeostasis, intracellular microelement contents and activities of virulence-related enzymes released by *C. auris* were examined. To gain further information about the effect of tyrosol exposure, we revealed gene transcriptional changes using total transcriptome sequencing (RNA-Seq). At a concentration of 15 mM, tyrosol significantly decrease the growth of fungal cells within 2 h of its addition (5.6 × 10^7^±1.2 × 10^7^ and 2.5 × 10^7^±0.6 × 10^7^ colony forming unit/mL for control and tyrosol-treated cells, respectively). Furthermore, it enhanced the release of reactive oxygen species as confirmed by a dichlorofluorescein (DCF) assay (7.3 ± 1.8 [nmol DCF (OD_640_)^−1^] versus 16.8 ± 3.9 [nmol DCF (OD_640_)^−1^]), which was coincided with elevated superoxide dismutase, catalase and glutathione peroxidase activities. Tyrosol exerted in a 37%, 25%, 34% and 55% decrease in intracellular manganese, iron, zinc and copper contents, respectively, compared to control cells. The tyrosol treatment led to a 142 and 108 differentially transcripted genes with at least a 1.5-fold increase or decrease in transcription, respectively. Genes related to iron and fatty acid metabolism as well as nucleic acid synthesis were down-regulated, whereas those related to the antioxidative defence, adhesion and oxoacid metabolic processes were up-regulated. This study shows that tyrosol significantly influences growth, intracellular physiological processes and gene transcription in *C. auris*, which could highly support the development of novel treatment approaches against this important pathogen.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13568-023-01586-z.

## Key Points

– Tyrosol treatment showed 615 differentially expressed genes in *C. auris*.

– Tyrosol generates oxidative stress in *C. auris*.

– Tyrosol decreased the iron, zinc, manganese and copper content in *C. auris*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13568-023-01586-z.

## Introduction

The World Health Organization reported the first fungal priority pathogen list in the second half of 2022, where *Candida auris* was assigned to the critical priority group (WHO 2022). Once this species becomes established in a health-care facility, it is almost impossible to eliminate. There is a solid consensus among healthcare workers that the alarming spread of multi- and pan-resistant *C. auris* isolates highlights the need for the development of novel antifungal drugs and/or innovative therapeutic solutions against this fungal superbug (McCarthy et al. 2017; CDC 2019; Chaves et al. 2021).

Molecules that interfere with quorum-sensing are promising future opportunities for the management of different *Candida* infections (Nett et al. 2014; Kovács et al. 2020; Costa et al. 2021). In recent years, the application of fungus derived quorum-sensing molecules (farnesol or tyrosol) alone or combined with traditional antifungal agents against various fungal pathogens has received considerable research interest (Shanmughapriya et al. 2014; Cordeiro et al. 2015; Monteiro et al. 2017; Kovács et al. 2017; Nagy et al. 2020/a). Tyrosol, (2-(4-hydroxyphenyl)-ethanol, is a phenolic compound derived from phenethyl alcohol, which has a pivotal role in regulation of *Candida* morphogenesis and biofilm formation especially in *C. albicans* (Chen et al. 2004). At a concentration of 20 µM, tyrosol induces germ tube development and hyphal formation in the initial stages of biofilm development, particularly in the first 6 h (Alem et al. 2006; Chen et al. 2014). Notably, *Candida albicans*-derived findings cannot be extrapolated to certain non-*albicans* species. Jakab et al. (2019) reported that the presence of tyrosol increase the oxidative stress and the transcription of genes encoding efflux pumps, whereas it inhibited ribosome biogenesis and growth as well as several virulence associated genes in case of *Candida parapsilosis* (Jakab et al. 2019). Moreover, metabolic profile was altered toward ethanol fermentation and glycolysis, whereas initial adherence was not significantly affected compared to *C. albicans* (Jakab et al. 2019). In other studies, tyrosol exhibited a potent antifungal and anti-virulence activity both in vitro and in vivo, especially at supraphysiological concentrations, against different fungal species including *C. albicans*, *Candida tropicalis* and *C. parapsilosis* (Shanmughapriya et al. 2014; Cordeiro et al. 2015; Kovács et al. 2017; Jakab et al. 2019; Nagy et al. 2020/a). However, these studies focused mainly on the phenotypic responses, often without a detailed molecular biology-based explanation for the observed effect. Previous studies revealed that *C. auris* showed different physiological responses to exposure to various secondary metabolites compared to *C. albicans* or other non-albicans species (Chauhan et al. 2020; Begum et al. 2022). For instance, it is more susceptible to farnesol treatment in vitro and in vivo compared to *C. albicans*, which can be exploited for the development of new promising antifungal treatment opportunities (Nagy et al. 2020/b).

In the current paper, we report the impact of tyrosol treatment on the growth and total gene transcription profile of *C. auris*. Our results provide, for the first time, a tool for analysing the global pattern of gene transcription of this species, which may help to explain the physiological role of this quorum-sensing molecule and the molecular explanation of possible antifungal effects in *C. auris*.

## Materials and methods

### Fungal isolate and culture condition

Whole genome-sequenced *C. auris* isolate 12 (NCPF 8973), received from the National Mycology Reference Laboratory, Bristol, United Kingdom, was used (accession no.: JANPVY000000000) (Balla et al. 2022). The strain is the member of the South Asian/Indian clade and showed a non-aggregating phenotype (Borman et al. 2017). It was stored as frozen stock containing 20% glycerol at − 80 ºC and subcultured on standard yeast peptone dextrose (YPD) agar (2% mycological peptone, 1% yeast extract, 2% glucose with 2% agar, at pH 5.6). Tyrosol (2-(4-hydroxyphenyl)-ethanol; Merck, Budapest, Hungary) was diluted as a 0.1 M stock solution in standard YPD for all performed experiments.

### Growth-related experiments

The pre-cultures were routinely grown in standard YPD broth at 30ºC with a 2.3-Hz shaking frequency for 18 h and subsequently diluted to a value of 0.1 (at OD_640_) (~ 2.5 ± 0.5 × 10^6^ colony forming unit (CFU)/mL) in 20 mL of YPD, followed by incubation at 37ºC with a 2.3-Hz shaking frequency. After 4 h-long incubation period, tyrosol was pipetted at a final concentration of 15 mM to the *C. auris* cultures in YPD. Afterwards, growth was followed continuously at 1-hour intervals by the measuring of cell density and determination of living cell number via measuring the absorbance (at 640 nm) and quantitative culturing, respectively. The applied tyrosol concentration is safe and can be tolerated by different human cell lines as examined in our previous study (Jakab et al. 2019). At sampling timepoints, tyrosol induced morphological changes were examined using phase-contrast microscopy. Statistical analysis of growth-based data was carried out by the paired Student’s *t*-test using the GraphPad Prism 6.05 software (GraphPad Software, LLC, Boston, USA). The statistical differences between tyrosol-treated and control values were considered significant if the *p* value was lower than 0.05.

### Determination of aspartic proteinase, esterase and extracellular phospholipase activites

To determine the extracellular phospholipase activity of tyrosol-exposed (15 mM) and unexposed *C. auris* cells, egg yolk medium [5.85% (w/v) NaCl, 0.05% (w/v) CaCl_2_ and 10% (w/v) sterile egg yolk (Merck, Budapest, Hungary) in solid YPD medium] was used; while esterase activity was assessed on Tween-20 medium [1% peptone, 0.5% NaCl, 0.01% CaCl_2_ × 2H_2_O, 1% (v/v) Tween-20 (Merck, Budapest, Hungary), 2% agar]. The activity of aspartic proteinase was examined on solid medium supplemented with bovine serum albumin (Merck, Budapest, Hungary) [0.02% (w/v) MgSO_4_ × 7H_2_O, 0.25% (w/v) K_2_HPO_4_, 0.5% (w/v) NaCl, 0.1% (w/v) yeast extract, 2% (w/v) glucose and 0.25% (w/v) bovine serum albumin (Merck, Budapest, Hungary) agar medium]. For the assays, 5 µL of 1 × 10^7^ cells/mL suspensions were inoculated onto the surface of agar plates as described previously, and diameter of colonies and precipitation zones on egg yolk and Tween-20 plates or clear zones on bovine serum albumin media were measured following 7 days-long incubation period at 37 °C (Nagy et al. 2020/b). Enzyme activities were measured from three independent biological repeats and are presented as means ± standard deviations. Afterwards, activities were analyzed by paired Student’s *t*-test, using the GraphPad Prism 6.05 software (GraphPad Software, LLC, Boston, USA). The statistical differences between tyrosol-treated and control values were considered significant if the *p* value was lower than 0.05.

### Reactive species production, reduced glutathione, oxidized glutathione contents and antioxidant enzyme activities

For the evaluation of reactive species release and antioxidant enzyme activities, pre-cultures were diluted to a value of 0.1 (OD_640_) in YPD broth, and then were grown for 4 hours at 37ºC. Afterwards, YPD medium was supplemented with a final concentration of 15 mM tyrosol, and *C. auris* cells were collected over a 2-hour-long tyrosol treatment by centrifugation (5 min, RCF = 4,000 g, at 4°C). Quantitative analysis of reactive species was performed with and without tyrosol by a reaction that converts 2’,7’-dichlorofluorescin diacetate to 2’,7’-dichlorofluorescein (DCF) (Merck, Budapest, Hungary). The produced DCF is directly proportional to the quantity of reactive species. Reduced and oxidised glutathione (GSH and GSSG) contents of cells were determined with the 5,5′-dithiobis-(2-nitrobenzoic acid) (DTNB, GR assay) according to Jakab et al. (2015). Oxidative stress parameters (superoxide dismutase (SOD), catalase, glutathione reductase (GR), glutathione peroxidase (GPx) were determined as published previously by Jakab et al. (2015). Reactive species and enzyme activities were measured from three independent biological experiments and presented as means ± standard deviation. Statistical comparison of reactive species and enzyme production data was performed by the paired Student’s *t*-test, using the GraphPad Prism 6.05 software (GraphPad Software, LLC, Boston, USA). The differences between tyrosol-exposed and unexposed values were considered significant if the *p* value was < 0.05.

### Measurement of microelement content of *Candida auris* cells

The *C. auris* pre-cultures were cultured, and tyrosol exposure was performed as detailed above. Fungal cells were collected by centrifugation (5 min, RCF = 4,000 g, at 4 °C) after 2 h-long of incubation with tyrosol. Reduction in *C. auris* dry cell mass (DCM) was assessed after freeze-drying (Jakab et al. 2021). The intracellular microelement profiles of obtained DCM were measured by inductively coupled plasma-optical emission spectrometry (ICP-OES; 5110 Agilent Technologies, Santa Clara, USA) following atmospheric wet digestion in 3 mL of 65% (M/M) HNO_3_ and 1 mL of 30% (M/M) H_2_O_2_ in glass beakers. The iron, zinc, manganese and copper contents of three independent samples were calculated and expressed in DCM units (mg/kg) as described previously by Jakab et al. (2021). The metal biomass contents were determined in three independent biological replicates and means with standard deviation values were calculated and presented. The statistical significance of changes was determined by Student’s *t*-test. The differences between tyrosol-exposed and unexposed values were considered significant if the *p* value was < 0.05.

### Transcriptional profiling

Total RNA content was isolated from unexposed control *C. auris* cells and 15 mM tyrosol-treated fungal cell cultures from three independent biological experiments. Freeze-dried cell mass was processed using TRISOL (Thermo Fisher Scientific, Invitrogen, Waltham, USA) reagent as published by Chomczynski (1993).

Illumina NextSeq sequencing platform was used to carry out high-throughput mRNA sequencing and to obtain global transcriptome data. To evaluate the total RNA sample quality, Agilent BioAnalyzer was applied using the Eukaryotic Total RNA Nano Kit (Agilent technologies, Inc., Santa Clara, CA, USA) as described in manufacturer’s protocol. Library preparation was performed from samples with an RNA integrity number (RIN) higher than 7. NEBNext Ultra II RNA sample preparation kit (New England Biolabs, Ipswich, USA) was used to prepare the RNA-Seq libraries from total RNA content based on the manufacturer’s instructions. Both sequencing and the library preparation were performed by the Genomic Medicine and Bioinformatics Core Facility of University of Debrecen, Hungary. The single-read sequencing reads (75-bp-long) were generated on an Illumina NextSeq500 instrument. About 18 to 22 million reads per sample were generated and raw reads were aligned to the reference genome (genome, https://fungi.ensembl.org/_candida_auris_gca_002759435/Info/Index;

features,http://www.candidagenome.org/download/gff/C_auris_B8441/archive/C_auris_B8441_version_s01-m01 r11_features_with_chromosome_sequences.gff.gz), and aligned reads varied between 90 and 95% in samples. To obtain normalized gene transcription values, the DESeq algorithm (StrandNGS software) was applied. Gene transcription differences between treated and untreated groups were compared by a moderated *t-*test; the Benjamini-Hochberg false discovery rate was used for multiple-testing correction, and a corrected *p* < 0.05 was considered to represent a significant difference. Exclusively genes up- or down-regulated significantly with more than 1.5-fold change (FC) values were taken into further detailed consideration. The FC ratios were calculated from the normalized gene transcription values.

### Reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR) assays

Six up-regulated and five down-regulated genes, as well as five genes without significant transcriptional changes, were selected for further RT-qPCR analysis to confirm the obtained RNA-Seq results. Xceed qPCR SG 1-step 2x Mix Lo-ROX kit (Institute of Applied Biotechnologies, Prague, Czech Republic) were performed according to the manufacturer’s instructions, using 500 ng of DNase-treated (Merck, Budapest, Hungary) total RNA/reaction. OligoExplorer (version 1.1.) and Oligo Analyser (version 1.0.2) were used to design primer pairs (Supplemental Table S1), purchased from Integrated DNA Technologies. Three independent biological replicates were performed with each sample in a LightCycler® 480 II Real-Time PCR instrument (Roche, Basel, Switzerland). The relative transcription level (ΔΔCP) was calculated using the difference between the crossing points of the reference gene (actin; *B9J08_000486*) and the target gene within a sample (ΔCP) (Jakab et al. 2019, 2022). The ΔΔCP values are presented as means with standard deviations, calculated from three biologically independent measurements, and were compared using Student’s *t*-test.

### Gene set enrichment analysis

Significant shared GO terms were determined with Candida Genome Database Gene Ontology Term Finder (http://www.candidagenome.org/cgi-bin/GO/goTermFinder). Only records with a *p* value < 0.05 were taken into further consideration in detailed gene set enrichment analysis. Enrichment of selected gene groups in the functionally related up-regulated and down-regulated gene sets was also studied with Fisher’s exact test (*p* < 0.05, www.R-project.org/). The following gene categories were analysed:

i. “Virulence-associated genes” are genes collected by Jakab et al. (2021);
ii. “Carbohydrate, ergosterol and fatty acid metabolic pathway-related genes”. based on the pathway databases (http://pathway.candidagenome.org/);
iii. “Genes involved in response to oxidative stress”.
iv. “Iron, zinc, manganese and copper metabolism-associated genes” are genes collected by Jakab et al. (2021).

## Results

### Effects of tyrosol on growth, morphological changes, extracellular phospholipase, proteinase and lipase production

Growth rate of *C. auris* was followed after 15 mM tyrosol treatment in YPD medium (Fig. 1). Growth was significantly inhibited following 2 h of tyrosol exposure as measured using both CFU changes (5.6 × 10^7^ ± 1.2 × 10^7^ and 2.5 × 10^7^ ± 0.6 × 10^7^ CFU/mL for control and tyrosol-exposed cells, respectively) (*p* < 0.001) and changes in absorbance values of 1.25 ± 0.09 and 1.06 ± 0.04 [OD_640_]) (*p* < 0.001) (Fig. 1). The morphology of *C. auris* cells was not significantly altered by exposure to tyrosol. The ratio of yeast and pseudohyphae did not differ significantly between tyrosol-exposed cells (88% ± 4% and 12% ± 2% for yeast and pseudohyphae, respectively) and control cells (84% ± 4% and 16% ± 3% for yeast and pseudohyphae, respectively) with a 2-hour-long exposure time (*p* > 0.05). For the virulence factors examined, the extracellular proteinase activity did not differ significantly in tyrosol-treated and control cells (precipitation zone [Pz] values were 0.82 ± 0.04 and 0.79 ± 0.04 for unexposed and tyrosol-exposed cells, respectively; *p* > 0.05). Similar pattern was observed in phospholipase activity for unexposed control and tyrosol-exposed cells (the Pz values were 0.88 ± 0.01 and 0.85 ± 0.03 for control and tyrosol-exposed cells, respectively; *p* > 0.05). Additionally, tyrosol treatment did not significantly affect the activity of lipase of fungal cells. The calculated Pz values were 0.65 ± 0.04 and 0.61 ± 0.07 for *C. auris* unexposed control and tyrosol-exposed cells, respectively (*p* > 0.05).

**Fig. 1:**
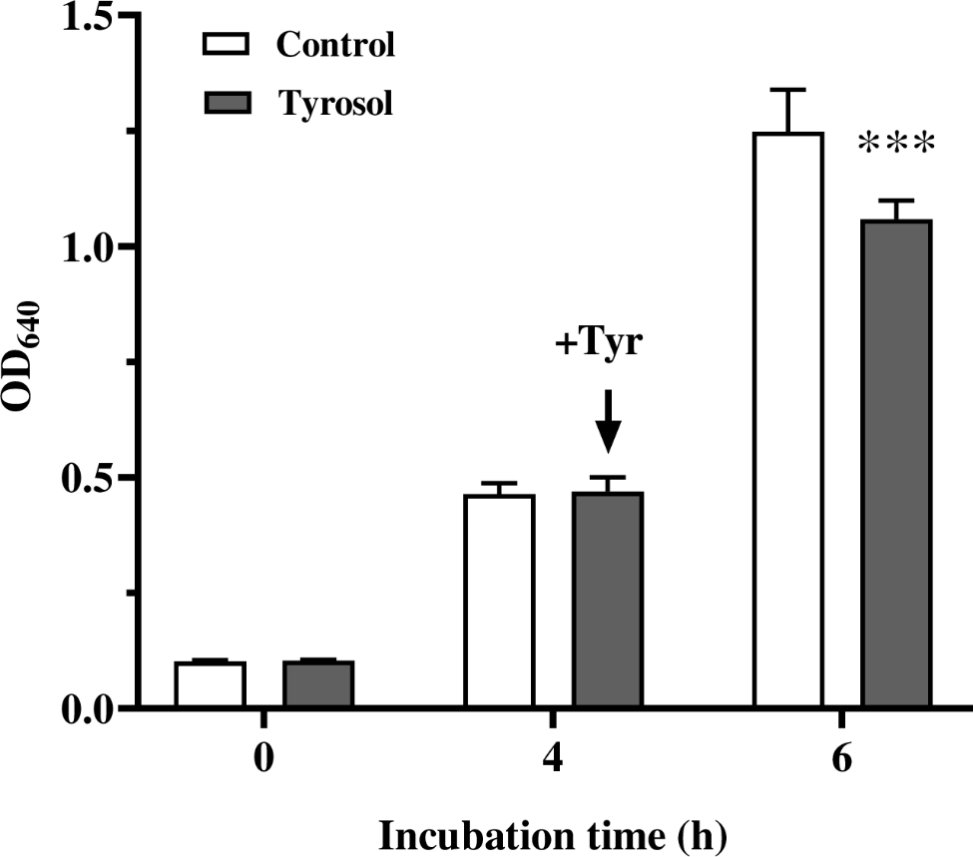
Effect of tyrosol on the growth of *Candida auris*. Growth of *C. auris* was followed in YPD medium by measuring of absorbance (OD_640_). Tyrosol was added at 4 h incubation time in 15 mM final concentration. Figures represent mean ± standard deviation values calculated from three independent biological replicates. Asterix symbol represents significant difference between control and tyrosol treated cultures calculated by paired Student’s *t*-test

### **Tyrosol exposure generates oxidative stress in*Candida auris***

Tyrosol treatment significantly increase the reactive oxygen species production compared to untreated *Candida* cells (16.8 ± 3.9 [nmol DCF (OD_640_)^−1^] versus 7.3 ± 1.8 [nmol DCF (OD_640_)^−1^]) (*p* < 0.05) (Table 1). The higher reactive species level observed was in line with elevated superoxide dismutase, catalase and glutathione peroxidase activities and an increased level of GSH (*p* < 0.05) in tyrosol-exposed cells (Table 1). In contrast, the measured glutathione reductase values and oxidised glutathione contents were not differ significantly (*p* > 0.05) in tyrosol-treated and untreated fungal cells (Table 1).

**Table 1:** Tyrosol-induced oxidative stress response in *Candida auris*

Oxidative stress related parameter	Untreated cultures	Tyrosol-treated cultures
2’,7’–dichlorofluorescein [nmol DCF (OD_640_)^−1^]	7.1 ± 1.9	16.8 ± 3.9^*^
Superoxide dismutase [munit (mg protein)^−1^]	54.3 ± 6.1	78.1 ± 14.8 ^*^
Catalase [kat (kg protein)^−1^]	0.6 ± 0.2	1.2 ± 0.35 ^*^
Glutathione reductase [mkat (kg protein)^−1^]	2.2 ± 0.5	2.8 ± 0.3
Glutathione peroxidase [mkat (kg protein)^−1^]	0.2 ± 0.02	0.29 ± 0.06 ^*^
Reduced glutathione [nmol (OD_640_)^− 1^]	49.8 ± 5.4	65.1 ± 4.0 ^*^
Oxidized glutathione [nmol (OD_640_)^− 1^]	0.2 ± 0.04	0.26 ± 0.04

Mean ± standard deviation values calculated from three independent biological replicates are presented

^*, ***^ Significant differences at *p* < 0.05 and 0.001, respectively, as calculated by the paired Student’s *t*-test compared to untreated control and tyrosol-treated cultures

### Tyrosol exposure significantly influences the intracellular level of microelements in *Candida auris* cells

Tyrosol exposure led to a 25%, 37%, 34% and 55% decrease in intracellular iron, manganese, zinc and copper content, respectively, compared to untreated control cells (155.7 ± 17.9 mg/kg versus 114.3 ± 16.2 mg/kg, 69.3 ± 4.2 mg/kg versus 42.6 ± 1.14 mg/kg, 735.4 ± 18.5 mg/kg versus 516.5 ± 22.1 mg/kg, and 259.9 ± 16.1 mg/kg versus 123.5 ± 9.8 mg/kg for iron, manganese, zinc and copper, respectively) (*p* < 0.05 to 0.001), as presented in Table 2 (*p* < 0.001).

**Table 2:** Tyrosol induced changes in the metal content in Candida *auris*

Metal contents/ Treatment	Mean value ± SD^a^				
	Dry cell mass (g/l)	Fe (mg/kg)	Mn (mg/kg)	Zn (mg/kg)	Cu (mg/kg)
Untreated cultures	0.32 ± 0.02	155.7 ± 17.9	69.3 ± 4.2	735.4 ± 18.5	259.9 ± 16.1
Tyrosol-treated cultures	0.26 ± 0.03^**^	114.3 ± 16.2 ^*^	42.6 ± 1.14 ^**^	516.5 ± 22.1 ^**^	123.5 ± 9.8 ^**^

^a^ Mean values **±** standard deviations (SD) calculated from three independent biological replicates are presented

* and ** indicate significant differences at *p* values of < 0.05 and 0.01, calculated by two-way ANOVA, comparing untreated control and tyrosol-treated cultures

### Transcriptional profiling and RNA-Seq data validation

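Total RNA was sequenced from 3 control cultures and 3 cultures of *C. auris* given 15 mM tyrosol. According to the paper they came from 3 independent experiments, and it does not say which cultures shared an experiment. In the paper's assays of redox state and metal content, tyrosol was added after 4 h at 37 °C and cells were collected with 2 h of exposure. The paragraph on transcriptional profiling gives neither time. Reads assigned to genes summed to 22.89, 22.36 and 25.59 M in controls 1, 2 and 3 (median 22.89 M). They summed to 21.73, 20.31 and 22.16 M in tyrosol samples 1, 2 and 3 (median 21.73 M). The paper states about 18 to 22 M reads per sample, and the values here use the totals of the deposited table. The authors aligned single reads to the *C. auris* B8441 genome, quantified them per gene as counts that need not be whole, scaled them by the DESeq method and applied a moderated test with Benjamini-Hochberg adjustment. The aligner is not given in the sources used here. For the values reported here, the deposited counts were rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test, with the treatment as the only term. Of 5417 genes, 44 with low counts were left out and 5373 were tested. Levels are given in CPM (counts scaled to 1 M reads per library) with the SD over 3 cultures, and log2 fold changes with their standard error (SE). Gene names are those of the *C. albicans* matches that Supplementary Tables 3 and 4 pair with the *C. auris* identifiers. Several such names share 1 *C. auris* gene, whose reads then stand behind each of them.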

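Among genes with a name that passed the adjusted p and 1.5-fold thresholds, the largest rises after tyrosol were those of *HSP104*, *HSP21* and *GRE2*, and the largest falls those of *SOD4*, *RBT5* and *BCR1*. *GRE2* (B9J08_004828), matched to an oxidoreductase gene, rose from 9.3 ± 0.541 CPM in control cultures to 44.6 ± 8.09 CPM in tyrosol-exposed cultures (SD, n = 3 each), a log2 fold change of 2.26 (SE 0.15). Its adjusted p was 0.00154 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without control 3 the log2 fold change of *RBT5* was -1.2, against -1.35 for *BCR1*. In total, 328 genes were higher and 360 were lower at an adjusted p under 0.05 in the same test, 688 genes of 5373. Of these, 592 are also called in the authors' deposited table. The count was 2303 without control 3 and between 111 and 282 without any 1 of the other 5 samples.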

The tyrosol-exposed *C. auris* gene transcription profile revealed 615 differentially transcribed genes (*p* < 0.05) compared to untreated control (Figs. 2 and 3, Supplemental Fig. S1). The qRT-PCR data of 16 genes selected exhibited high positive correlation with the presented RNA-Seq data (Fig. 3). 

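The 11 genes that the paper chose for RT-qPCR as changed in RNA-Seq had log2 fold changes in RNA-Seq from -2.01 (*SOD4*, a superoxide dismutase) to 2.38 (*HSP21*, a small heat shock protein). Of the 5 genes it chose as unchanged in RNA-Seq, *PFK1*, of glycolysis, had a log2 fold change of -0.38 (SE 0.42), *ADH1*, an alcohol dehydrogenase, 0.04 (SE 0.51), and *CDR1*, a multidrug transporter, 0.17 (SE 0.15). For *HSP21* the paper's reported ΔΔCP is 1.24 ± 0.54 (SD), for *PFK1* it is -1.52 ± 0.94, and for *CDR1* it is 0.84 ± 0.74. The sign was the same in both assays for 16 of 16 genes. Across the 16 genes, Pearson's r between the RNA-Seq log2 fold change and the paper's ΔΔCP was 0.895 and Spearman's rho 0.935. Both had a p of 1e-05 in a two-sided permutation test, the smallest that 100000 resamples give, and 1e-05 after Benjamini-Hochberg adjustment over the 2 relations. Without *HSP21* and *SOD4*, the genes farthest from the median, r was 0.95. The relation is across genes, which are not independent replicates, and all 16 had been chosen by their RNA-Seq result in these samples, so that the 11 pass edgeR's test and the 5 do not follows from the choice. For *LIP4*, Supplementary Table 1 gives primers named for *LIP5*, another *C. auris* gene, so that 1 of the 16 pairs is uncertain.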

The results of the gene set enrichment analysis of the 142 up-regulated (log_2_(FC) > 0.585) and 108 down-regulated (log_2_(FC) < -0.585) genes are presented in Supplemental Tables S2, S3 and S4; and further detailed below.

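Supplementary Table 2 names the up-regulated members of 2 biosynthetic terms and of a vacuolar complex, and these were higher after tyrosol. The 10 named for cellular amino acid biosynthesis, a term of 89 *C. auris* genes, had a median log2 fold change of 0.77. The 3 named for lysine biosynthesis, which the paper lists as up-regulated by tyrosol and by farnesol, had a median of 0.87, and the 3 named for the vacuolar transporter chaperone complex, which has 4 genes and makes polyphosphate, a median of 0.73. All of them also passed when adjusted over each list alone. The paper had picked these members as up-regulated in these samples, so their rise is fixed by the choice and is not independent evidence, and the other members of the terms were not analysed here. At the paper's thresholds, 145 genes were up-regulated and 103 down-regulated in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The authors' deposited table shares 140 and 100 of them. Without control 3 the counts were 321 and 200, and without tyrosol 2 they were 72 and 26.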

**Fig. 2:**
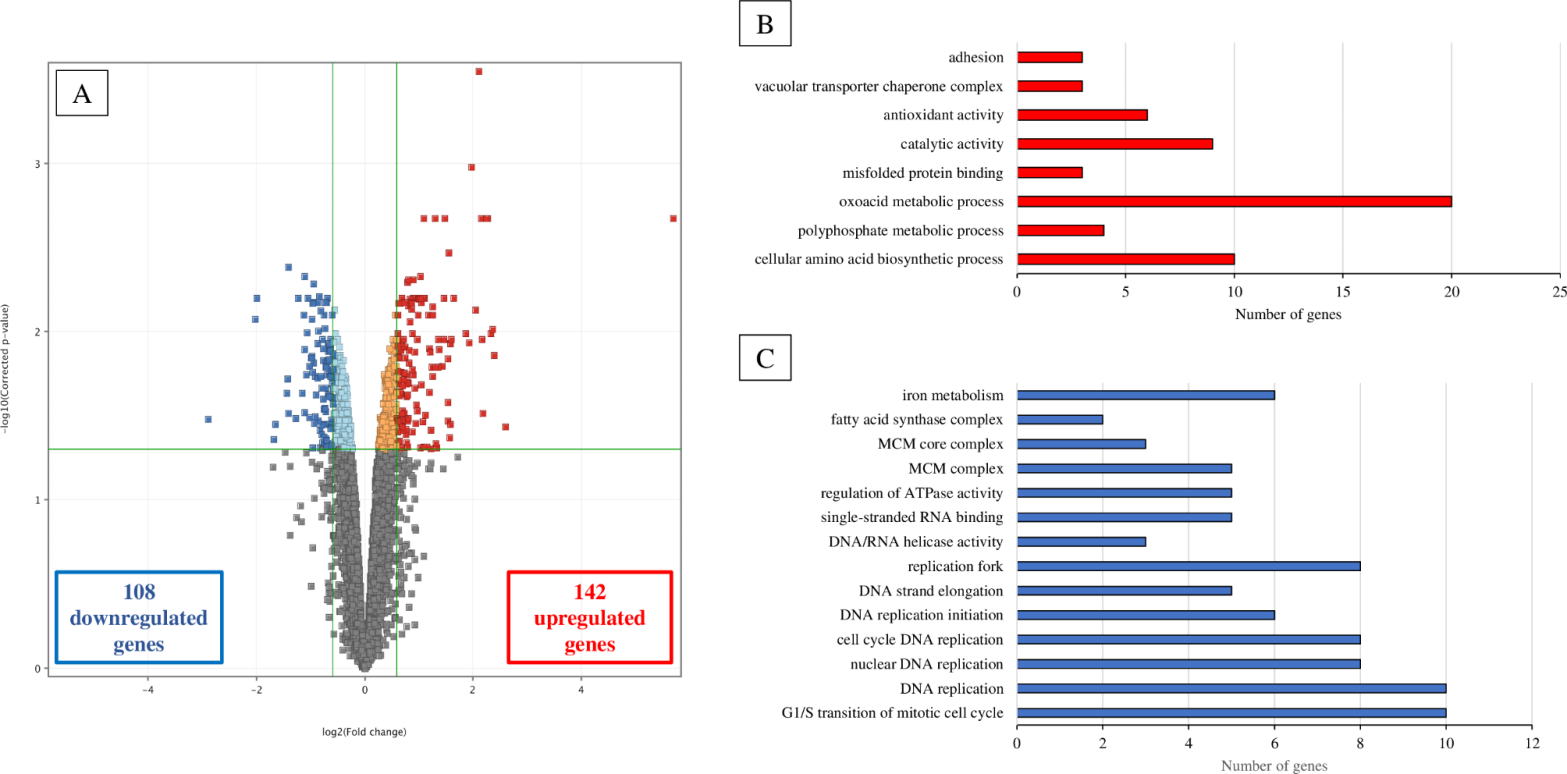
Overview of transcriptional changes induced by tyrosol in *C. auris*. Up-regulated (red) and down-regulated (blue) genes were defined as differentially expressed genes (corrected *p* value of < 0.05), with more than a 1.5-fold increase or decrease in their transcription (tyrosol-treated versus untreated) (A). Summary of gene enrichment analyses and the number of genes affected by *C. auris* exposure to tyrosol (B–C). The enrichment of up-regulated (B) and down-regulated (C) gene groups was identified using the Candida Genome Database Gene Ontology Term Finder (http://www.candidagenome.org/cgi-bin/GO/goTermFinder) or was tested by Fisher’s exact test. The data sets for the gene groups are available in Supplemental tables S2 and S3 in the supplemental material

**Fig. 3:**
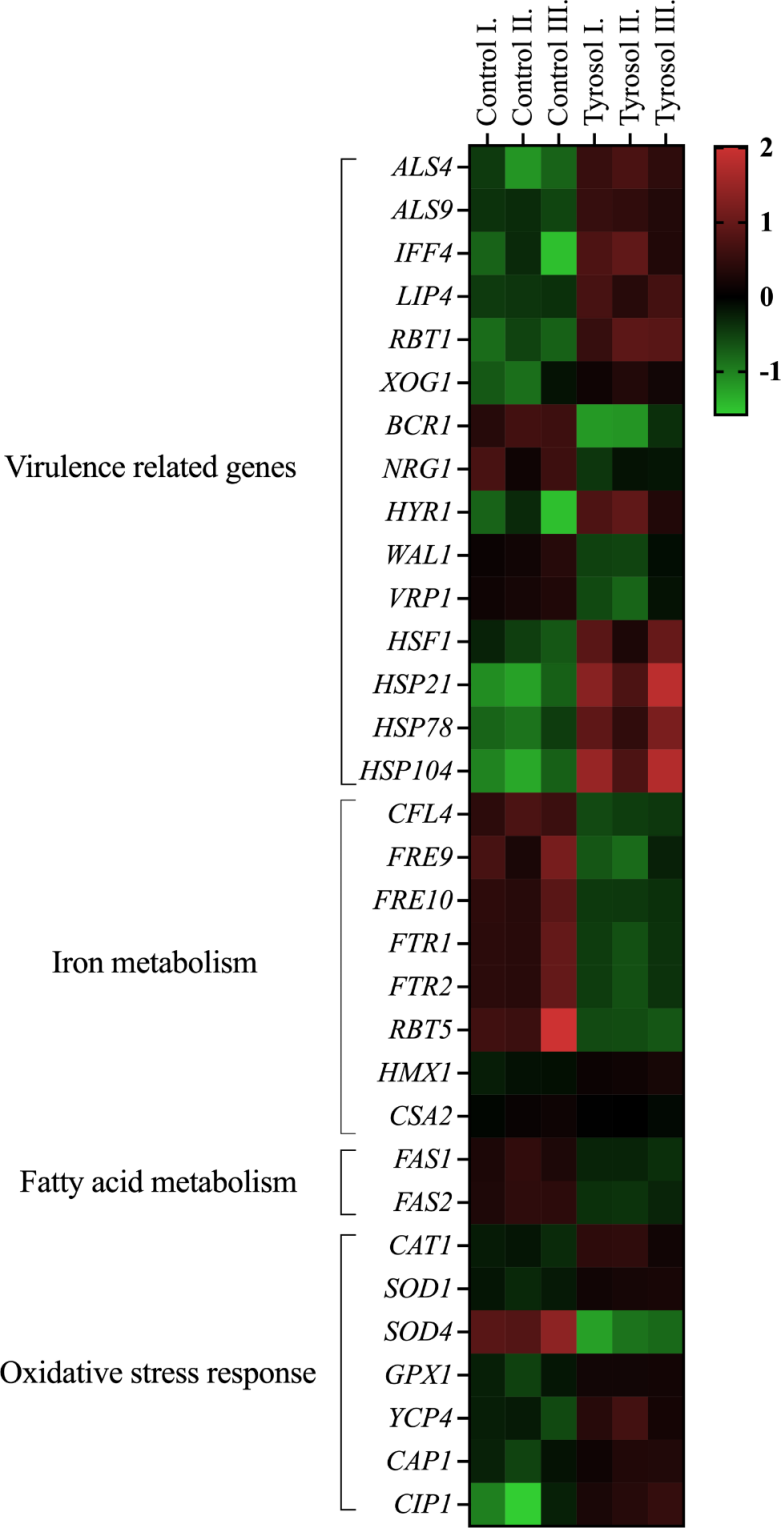
The effects of tyrosol on the expression of selected genes of *C. auris*. The heat map demonstrates the transcription profiles of representative genes according to the colour scale that indicates gene transcription changes. The data sets for the gene groups are available in supplemental tables S2, S3 and S4

### Evaluation of tyrosol responsive genes

#### Virulence-associated genes

Genes associated with adhesion (*ALS4*, *ALS9* and *IFF4)*, lipase secretion (*LIP4*), biofilm maturation (*RBT1* and *XOG1*), morphogenesis (*HYR1*) and stress response (*HSF1*, *HSP21*, *HSP78* and *HSP104*) were enriched in the up-regulated gene set. In addition, tyrosol exposure induced a decrease in the transcription of *BCR1* (biofilm maturation), *NRG1* (biofilm dispersion) *WAL1* and *VRP1* (morphological transition) genes. In addition, up-regulation of *LIP4*, *RBT1* and *HSP21* and down-regulation of *NRG1* under tyrosol treatment was further confirmed using RT-qPCR (Figs. 2 and 3; Supplemental tables S2, S3 and S4).

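Heat shock genes showed the largest of these rises. *HSP104*, a chaperone that dissolves protein aggregates, rose from 407 ± 79.8 to 2140 ± 705 CPM (SD, n = 3), a log2 fold change of 2.39 (SE 0.28). *HSP21*, a small heat shock protein, rose from 58.4 ± 11 to 305 ± 111 CPM. *HSP78*, a mitochondrial chaperone, rose by 1.6 on the log2 scale (SE 0.21), and *HSF1*, the heat shock transcription factor, by 1.22 (SE 0.2). Of 10 heat shock protein genes, 4 were higher, none was lower and 6 did not pass the test (6 higher when adjusted over the list alone). Of 7 adhesion genes, 3 were higher and none was lower (4 higher and 1 lower when adjusted over the list alone). *ALS4*, an adhesin (B9J08_004113, positions 53718 to 55451 of scaffold 7), rose from 96.8 ± 23.3 to 245 ± 23.9 CPM, a log2 fold change of 1.34 (SE 0.18). *ALS9* rose by 0.87 (SE 0.09) and *IFF4*, which shares the gene B9J08_004098 with *HYR1*, by 1.48 (SE 0.3). The secreted lipase gene *LIP4*, whose *C. auris* gene also carries the names *LIP2*, *LIP7*, *LIP9* and *LIP10*, rose from 8.1 ± 0.257 to 16.2 ± 1.84 CPM. *RBT1*, a cell wall protein gene, rose by 1.47 (SE 0.13) and *XOG1*, a glucanase gene, by 0.75 (SE 0.19). Adjusted p-values of these 10 genes lay between 0.0038 (*RBT1*) and 0.0459 (*XOG1*) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adhesion genes made up 3 of 145 up-regulated genes, an odds ratio of 27.6 (two-sided Fisher's exact test, p = 6.2e-04, and 0.00187 after adjustment over 6 tests). The camera test over lists gave an adjusted p of 2.6e-07 for the heat shock proteins and 0.00173 for adhesion, and with an estimated correlation between genes the adjusted p was 0.359 and 0.275. Without control 3 it was 0.0561 for adhesion. The calls of *IFF4* and *XOG1* were lost without control 1 or any 1 of the tyrosol samples, that of *XOG1* also without control 2 or with the replicate block, and that of *HSF1* without control 1, tyrosol 1 or tyrosol 3. Reads of the related *ALS* genes can be shared between them.

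**Figure D1:**
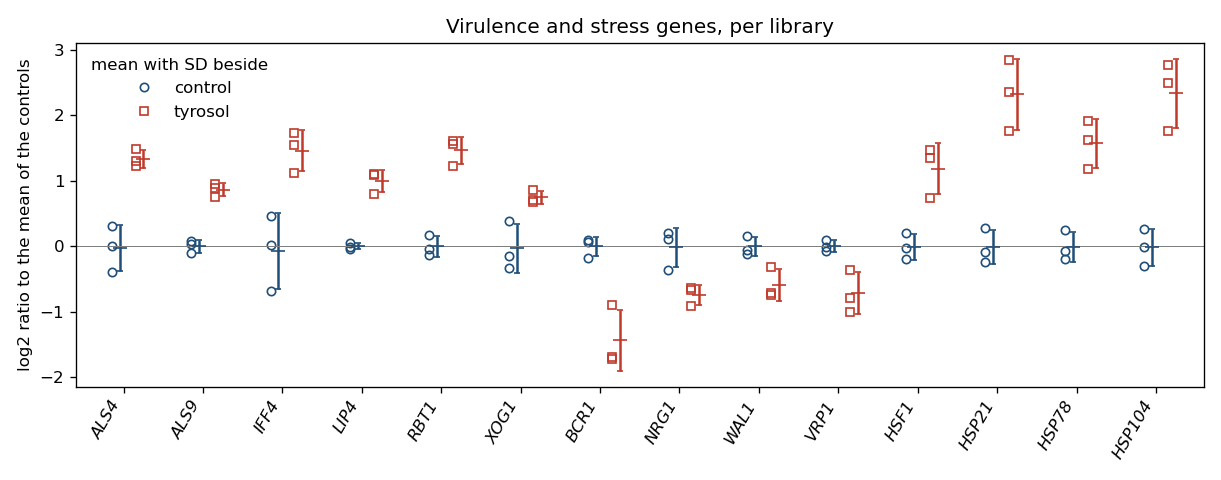
Level of each gene in each library as a log2 ratio to the mean of the 3 controls, for virulence and stress genes named in the paper. Circles are control cultures and squares tyrosol-exposed cultures, with the mean and SD of the 3 log2 ratios beside them. Tyrosol values of *HSP104* lie between 1.75 and 2.76.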

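*BCR1*, a transcription factor of biofilm formation (B9J08_003985), fell from 54.1 ± 5.41 CPM in controls to 20.7 ± 7.19 CPM after tyrosol (SD, n = 3), a log2 fold change of -1.38 (SE 0.23). *NRG1*, a repressor of filamentous growth, fell from 34 ± 6.68 to 20.4 ± 2.11 CPM, a log2 fold change of -0.74 (SE 0.16). *VRP1* and *WAL1*, both of the actin cytoskeleton, had log2 fold changes of -0.69 (SE 0.16) and -0.58 (SE 0.14). Adjusted p-values were 0.0166, 0.0348, 0.0396 and 0.0415 in that order, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 8 morphogenesis genes, 1 was higher and 4 were lower, and the counts were the same when adjusted over the list alone. Of these 4, 1 fell over 1.5-fold. *WAL1* was just below that threshold here, while the paper's fold change of -1.51 passes it. The camera test over the list gave an adjusted p of 0.248, and 0.414 with an estimated correlation. Without control 1, tyrosol 1 or tyrosol 2 the calls of all 4 named genes were lost, and that of *NRG1* also with the replicate block.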

#### Metabolic pathway-associated genes

Tyrosol treatment resulted in a decreased transcription of several genes involved in reductive iron uptake (*CFL4*, *FRE9*, *FRE10*, *FTR1* and *FTR2*), haemoglobin use (*RBT5*, *HMX1* and *CSA2*) and fatty acid biosynthesis (*FAS1* and *FAS2*) but not carbohydrate and ergosterol metabolisms. 

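Of 7 ferric reductase genes, 3 fell. These were *CFL4*, *FRE9* and *FRE10*, with log2 fold changes of -1.06 (SE 0.13), -1.31 (SE 0.27) and -0.99 (SE 0.14). The iron permease gene that carries the names *FTR1* and *FTR2* (B9J08_002108, positions 349111 to 350286 of scaffold 10) fell from 773 ± 191 to 358 ± 28.8 CPM (SD, n = 3). *RBT5*, a haem-binding protein gene that shares its *C. auris* gene with *CSA2*, fell from 15 ± 9.41 to 4.18 ± 0.143 CPM, and the haem oxygenase gene *HMX1* from 57.7 ± 1.31 to 32.3 ± 8.26 CPM. The subunits of fatty acid synthase fell as well, *FAS1* from 1750 ± 135 to 1120 ± 39.1 CPM and *FAS2* from 2420 ± 149 to 1450 ± 62.5 CPM. Adjusted p-values of these 8 genes lay between 0.00642 (*FAS2*) and 0.0384 (*RBT5*) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 17 iron acquisition genes, 6 were lower and none was higher (8 lower when adjusted over the list alone), and without control 3, 10 were lower and 2 higher. For this list camera gave an adjusted p of 7.8e-06, and an adjusted p of 0.381 with an estimated correlation. Of the 29 genes of all iron sections, 6 were among the 103 down-regulated genes (odds ratio 14.1, two-sided Fisher's exact test, p = 1.4e-05, and 8.5e-05 after adjustment over 6 tests). Control 3 stood above controls 1 and 2 by over 1.5-fold in 10 of the 17 iron genes, and its *RBT5* level was 25.9 CPM against 9.79 and 9.39 CPM. Of 80 genes of carbohydrate metabolism, 6 were higher and 4 lower, with the same counts when adjusted over the list alone, and 15 were higher and 6 lower without control 3. Of 19 ergosterol genes, *ERG13* alone passed the test, with a log2 fold change of -0.37 (SE 0.07), and it alone did so when adjusted over the list alone. Without control 3, 2 ergosterol genes were higher and 5 lower. The camera test gave adjusted p-values of 0.633 for carbohydrate metabolism and 0.0627 for ergosterol, and 0.944 and 0.777 with an estimated correlation. For ergosterol the adjusted p was 0.0454 with DESeq2, which called 4 genes lower, 0.0238 without control 1, 0.00562 without control 2, 0.0468 without tyrosol 1 and 0.0409 without tyrosol 3, and it was 0.675 without control 3. The Fisher test of the iron genes gave a p of 0.131 without tyrosol 2 and 0.262 without tyrosol 3. Of the 6 iron genes, 3 stayed down-regulated without control 1, 2 without tyrosol 1, and 1 without tyrosol 2 or tyrosol 3. The call of *FAS1* was lost without tyrosol 1 or tyrosol 2, and those of *RBT5* and *ERG13* with the replicate block.

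**Figure D2:**
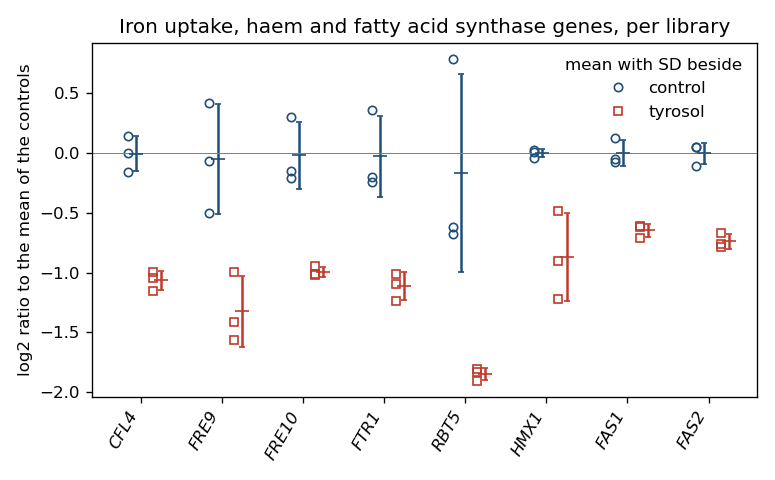
Level of each gene in each library as a log2 ratio to the mean of the 3 controls, for iron, haem and fatty acid synthase genes. Circles are control cultures and squares tyrosol-exposed cultures, with the mean and SD of the 3 log2 ratios beside them. For *RBT5*, control 3 lies at 0.79 and controls 1 and 2 at -0.62 and -0.68.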

The down-regulation of *FAS1*, *FAS2* and *FRE1* was additionally confirmed by RT-qPCR (Fig. 3). In addition, tyrosol exposure decreased the transcription of genes related to DNA replication (10 genes) and MCM complex (5 genes) (*p* < 0.05) (Figs. 2 and 3; Supplemental Tables S2, S3 and S4).

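Genes of the MCM complex, the helicase that opens DNA at replication origins, fell together. All 5 members were lower, with log2 fold changes from -1.14 (SE 0.12, B9J08_003467) to -0.81 (SE 0.13). B9J08_003467 fell from 113 ± 13.1 to 51.5 ± 5.67 CPM (SD, n = 3), and B9J08_002424, of the same complex, from 175 ± 32.9 to 85.2 ± 3.73 CPM. Their adjusted p-values were 0.00508 and 0.0095 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the call of B9J08_002424 was lost without tyrosol 2 or tyrosol 3. For DNA replication, a term of 108 genes, Supplementary Table 2 names 10 down-regulated members. The 9 of these given by identifier were lower, with a median log2 fold change of -0.93. The counts of 5 and 9 were the same when adjusted over the list alone. The DNA replication members had been picked as down-regulated in these samples, so their fall is fixed by the choice. The 5 MCM genes are the whole term, but the paper found it in these samples, so neither list is independent evidence of a fall. The camera test gave the MCM complex an adjusted p of 1.9e-09, and an adjusted p of 0.275 with an estimated correlation. From the fall of DNA replication genes, the paper proposes a molecular background for the growth inhibition it measured.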

#### Oxidative stress-associated genes

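Of 25 genes of antioxidative defence, 9 were higher and 1 was lower after tyrosol in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (15 higher and 1 lower when adjusted over the list alone). The list holds catalases, superoxide dismutases, peroxidases, reductases, glutaredoxins, thioredoxins and the quinone-dependent system, and its median log2 fold change was 0.31. Over the 1.5-fold threshold, 4 of the 25 rose, namely *CAT1*, *YCP4* and a pair of genes known by identifier, against 2.7% of all genes tested. This gave an odds ratio of 7.03 (two-sided Fisher's exact test, p = 0.00414, and 0.00828 after adjustment over 6 tests). The camera test gave an adjusted p of 3.8e-04, and an adjusted p of 0.275 with an estimated correlation. The p of the Fisher test was 0.32 without tyrosol 1, 1 without control 1 or tyrosol 2, 0.0585 without control 3 and 0.0525 without tyrosol 3.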

Based on performed Fisher’s exact test, genes belonging to the “antioxidative defence-related gene” were enriched in the tyrosol-responsive up-regulated gene group. Tyrosol exposure increased the transcription of genes encoding catalase (*CAT1*), superoxide dismutase (*SOD1*), glutathione peroxidase (*GPX1*) as well as flavodoxin-like protein (*YCP4*) and the *CAP1* and *CIP1* genes, which encode the major regulator in oxidative stress defence and an environmental stress-induced protein. In addition, tyrosol exposure caused a decrease in the transcription of the *SOD4* gene. 

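*CAT1*, the catalase gene, rose from 935 ± 49.9 to 1410 ± 153 CPM (SD, n = 3), a log2 fold change of 0.59 (SE 0.1). *SOD1*, a cytosolic superoxide dismutase gene, rose from 526 ± 30 to 709 ± 18.1 CPM, and *GPX1*, which shares its *C. auris* gene with *GPX2*, from 200 ± 24.5 to 279 ± 2.09 CPM. *YCP4*, a flavodoxin-like protein gene, had a log2 fold change of 0.75 (SE 0.14), *CAP1*, a transcription factor gene of the oxidative stress response, 0.57 (SE 0.12), and *CIP1* 1.21 (SE 0.31). Adjusted p-values of the 6 genes lay between 0.0166 (*SOD1*) and 0.0497 (*CIP1*) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *SOD1*, *GPX1* and *CAP1* were below the 1.5-fold threshold. *CIP1* had 28.1 CPM in control 3 and 16.7 and 11 CPM in controls 1 and 2, and its call was lost with upper-quartile scaling. Without control 1, tyrosol 1 or tyrosol 2 the calls of all 6 genes were lost, and that of *CAP1* also with the replicate block.

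**Figure D3:**
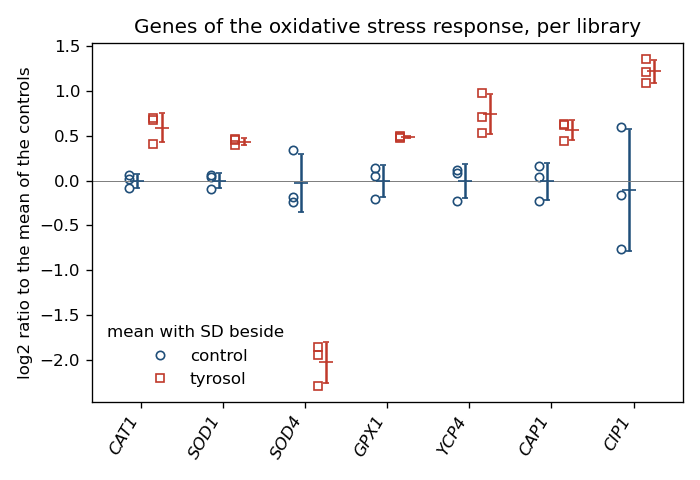
Level of each gene in each library as a log2 ratio to the mean of the 3 controls, for genes of the oxidative stress response named in the paper. Circles are control cultures and squares tyrosol-exposed cultures, with the mean and SD of the 3 log2 ratios beside them. Tyrosol values of *SOD4* lie between -2.28 and -1.85.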

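*SOD4*, a copper-containing superoxide dismutase gene at the cell surface (B9J08_001292, positions 482586 to 483173 of scaffold 5), fell from 16.9 ± 3.98 to 4.2 ± 0.634 CPM (SD, n = 3). Its log2 fold change was -2.01 (SE 0.21, adjusted p = 0.00481 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same *C. auris* gene carries the name *SOD5*. Every tyrosol value, 3.48 to 4.69 CPM, lay below every control value, 14.4 to 21.5 CPM. The call was kept when any 1 sample was left out, with DESeq2 and with the replicate block.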

Up-regulation of *CAT1* and *CIP1* as well as down-regulation of *SOD4* following tyrosol exposure was confirmed by RT-qPCR data (Figs. 2 and 3; Supplemental Tables S2, S3 and S4).

### Comparison of tyrosol responsive genes to farnesol-associated genes

Farnesol-associated effects were more pronounced on *C. auris* planktonic cells compared to untreated control sessile cells (Jakab et al. 2021). The number of up-regulated genes were 381 and 76 for farnesol and tyrosol, respectively; while 258 and 62 genes were down-regulated for farnesol and tyrosol, respectively (Fig. 4) (Jakab et al. 2021). The overlaps between tyrosol- and farnesol-responsive genes were considerable (66 and 46 overlapping up-regulated and down-regulated genes, respectively) (Fig. 4). It is noteworthy, that several DNA replication-associated genes were down-regulated exclusively under tyrosol treatment. Interestingly, farnesol exposure significantly up-regulated genes related to transmembrane transport, fatty acid metabolic process, fatty acid beta-oxidation and sulfate assimilation (Fig. 4) (Jakab et al. 2021).

**Fig. 4:**
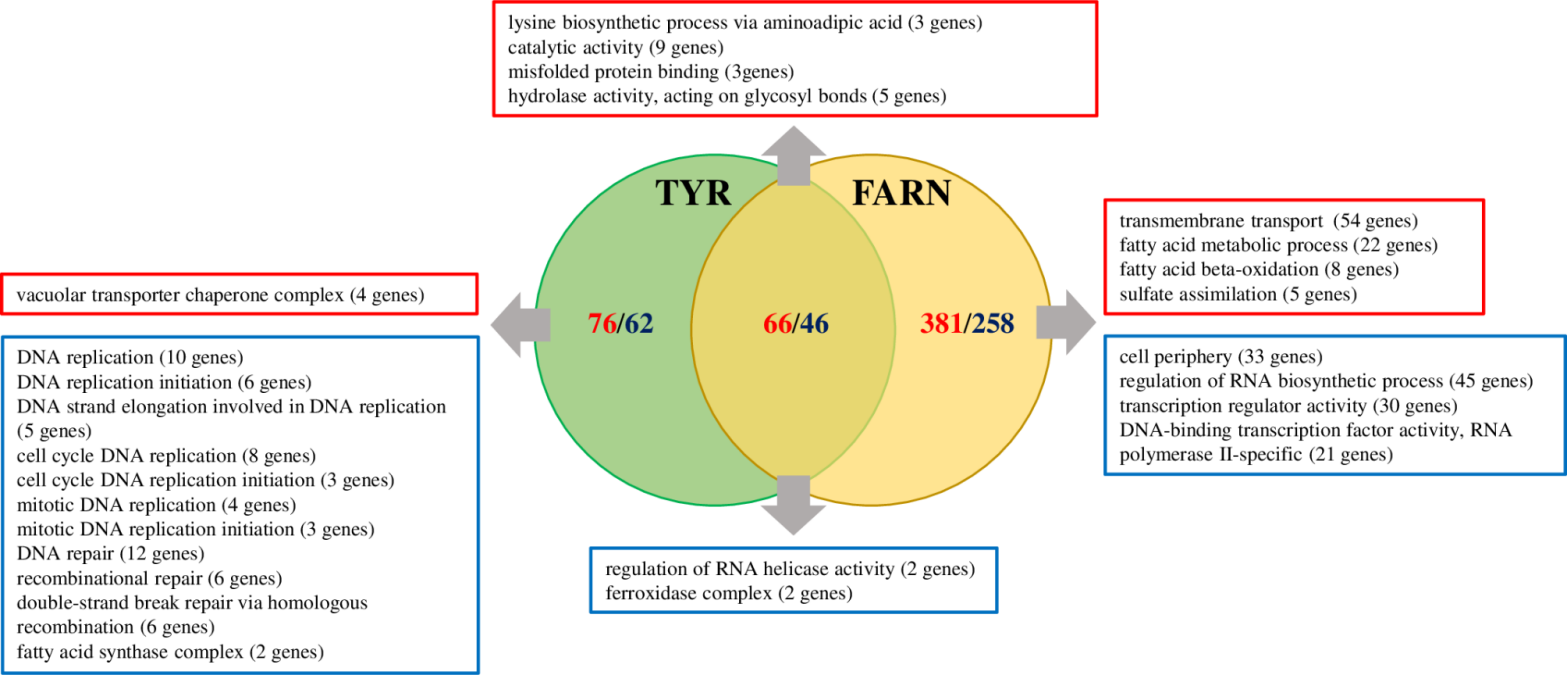
Summary of RNA-Seq data and gene enrichment analyses in case of farnesol and tyrosol exposed *Candida auris* cultures. The effects of tyrosol and farnesol treatment to the transcriptomes are depicted in the Venn diagram, where farnesol-related data derived from the paper published by Jakab et al. (2021). Blue colors shows the down-regulated genes, while red color demonstrates the up-regulated gene groups. Only the differentially expressed genes (corrected *p* value of < 0.05) exhibiting more than 1.5-fold increase or decrease in their transcription are shown. The full list of the gene groups is available in Supplementary Table S2

## Discussion

In the last two decades, fungal quorum-sensing molecules and related alternative therapeutic solutions have become an intensely researched field (Gupta et al. 2018; Mehmood et al. 2019; Kovács et al. 2020; Costa et al. 2021). However, published results mainly focused on farnesol-associated effects, particularly in the case of *C. albicans*. Available data regarding non-*albicans* and other emerging fungal species (i.e., *C. auris*) remain more scarce. Although *C. auris* has attracted much scientific attention concerning quorum-sensing molecules associated with physiology and antifungal effects, there are still many questions to be answered, especially at the molecular level (Nagy et al. 2020/a,b; Jakab et al. 2021). To date, no data on the physiological effects and the molecular events exerted by tyrosol were available. Nevertheless, metabolic profiling of *C. auris* shows that tyrosol may have a remarkable effect on its physiology, although these effects are still largely unclear (Semreen et al. 2019).

In this study, tyrosol treatment significantly inhibited the growth rate of *C. auris* cells after exposure for 2 h. A similar pattern was detected previously in the case of *C. parapsilosis*, where the observed inhibitory effect was associated with down-regulated ribosome biogenesis genes (Jakab et al. 2019). 

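Of a list of 132 ribosome biogenesis genes, 2, *PES1* and *LTV1*, could be matched to *C. auris* genes through the supplementary tables. *PES1*, of the large ribosomal subunit, had 271 ± 90.8 CPM in controls and 213 ± 10.5 CPM after tyrosol (SD, n = 3), a log2 fold change of -0.35 (SE 0.24, adjusted p = 0.351 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *LTV1*, of the small subunit, had 100 ± 29.1 and 94.2 ± 2.34 CPM, a log2 fold change of -0.09 (SE 0.2, adjusted p = 0.784 in the same test). Neither passed, also when adjusted over the list alone, at an unadjusted p under 0.05 or with DESeq2. In control 3, *PES1* had 172 CPM and *LTV1* 70.2 CPM, below the 290 and 351 CPM and the 103 and 128 CPM of controls 1 and 2. Without control 3 both were lower, at an adjusted p of 0.00374 and 0.0437 in edgeR's test.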

Interestingly, exposure to 15 mM tyrosol did not significantly change the transcription levels of ribosome biogenesis genes in *C. auris*; however, several genes associated with DNA replication were down-regulated, which may explain the molecular background of the growth inhibition observed. A similar growth inhibition was reported by Cordeiro et al. (2015) at concentrations ranging from 2.5 to 5.0 mM in other non-*albicans* species, such as *C. tropicalis* and *Candida glabrata*. Adampour et al. (2022) showed a significant damage in the cell wall, cell membrane, cytoplasm, nucleus and mitochondria in tyrosol treated planktonic *C. glabrata* cells (Adampour et al. 2022). Regarding non-*Candida* fungal species, tyrosol was able to decrease the ergosterol content of *Coccidioides posadasii* and *Histoplasma capsulatum*; furthermore, it caused an extensive leakage of intracellular molecules (Brilhante et al. 2016). Similar inhibitory effects of tyrosol were reported in case of *Sporothrix* spp. in both filamentous and yeast forms (Brilhante et al. 2020).

The decreased growth rate may be further explained by the increased level of reactive species in the presence of tyrosol. Several previous studies demonstrated that the usage of fungal quorum-sensing molecules at supraphysiological concentrations generates oxidative stress. In addition, there are more differences between farnesol- and tyrosol-related effects on oxidative stress in different *Candida* species (Jakab et al. 2019; Nagy et al. 2020/b). Moreover, *C. auris* has a unique stress resistance profile compared to other *Candida* species, as published previously by Day et al. (2018). In the current study, the increased oxidative stress is associated with elevated activities of catalase, superoxide dismutase and glutathione peroxidase. Nevertheless, the number of up-regulated antioxidative defence-related genes was significantly lower compared to those in *C. parapsilosis* following tyrosol treatment (6 versus 18 genes) (Jakab et al. 2019). Notably, *SOD4* was significantly down-regulated; it is a key gene encoding detoxifying enzymes of *C. albicans* and up-regulated in bloodstream infections (Dantas et al. 2015; Jakab et al. 2019; Allert et al. 2022). This may explain the decreased *Candida* virulence observed in vivo in the case of daily tyrosol treatment (Jakab et al. 2019). In the current study, *CAT1* was up-regulated following exposure to tyrosol in *C. auris*, similar to *C. parapsilosis* (Dantas et al. 2015; Jakab et al. 2019). Based on previous studies, a strong correlation between the expression level of *CAT1* and resistance to hydrogen peroxide was observed in *C. albicans* after farnesol exposure, suggesting that the increase in resistance to oxidative stress in the case of farnesol treatment is correlated with an induction of catalase and that *CAT1* transcription level is a good marker of oxidative stress resistance. Therefore, it is likely that the enhancement of *CAT1* transcription by tyrosol is predictive of the activation of preventive mechanisms against oxidative stress (Deveau et al. 2010). Moreover, *CAP1* was also up-regulated following tyrosol exposure, which is the major regulator transcription factor with regard to oxidative stress elimination (Day et al. 2018; Jakab et al. 2019). The importance of oxidative stress in antifungal effects is further confirmed by the significant decrease in intracellular iron, manganese, copper and zinc contents, which play crucial roles in the protection against oxidative stress. The down-regulated iron uptake genes (*CFL4*, *FRE9*, *FRE10*, *FTR1* and *FTR2*) resulted in a reduced iron content, which may be a part of the general defence strategy to minimise the harmful effect caused by ferrous ions (Dixon et al. 2014). Manganese is a crucial antioxidant element in *Candida* species, whereas the decreased zinc and copper contents prevent the proper function of superoxide dismutase 1, where these elements are structural components (Ballou and Wilson 2016; Gerwien et al. 2018). In addition, the adaptive responses of *Candida* species highly depend on the zinc and copper concentrations, especially upon transitions between commensal, environmental and infective stages (Ballou and Wilson 2016).

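Of 74 genes in the virulence part of Supplementary Table 3, 12 were higher and 10 lower after tyrosol in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over 1.5-fold, 10 rose and 4 fell, among the latter *BCR1*, *NRG1* and *RBT5*. The part also holds genes of stress and metal acquisition, and 4 of the 10 that rose are heat shock genes. Among the 13 invasion genes, *LIP4* was higher and *LIP8*, another lipase gene, was lower, with a log2 fold change of -0.52 (SE 0.13), and 2 were higher and 2 lower when adjusted over the list alone, as they were without control 3. The call of *LIP8* was lost without any 1 of the samples apart from control 3, and with the replicate block. *SSA1*, an HSP70 chaperone gene on that list, had 75.6 ± 42.5 and 232 ± 81.9 CPM (SD, n = 3) and missed the threshold (adjusted p = 0.0567 in edgeR's test), with a log2 fold change of 1.62 (SE 0.44). By camera the invasion list had an adjusted p of 0.871, and 0.951 with an estimated correlation.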

Focusing on virulence, generally, a marked down-regulation was observed with regard to genes encoding different virulence factors. Monteiro et al. (2015) reported that tyrosol negatively influence the adhesion. Total metabolic activity profiling revealed that the tyrosol treatment promoted significant reductions (ranging from 22.32 to 51.78%) in the case of *C. albicans* (Monteiro et al. 2015). Surprisingly, in the current study, genes involved in adhesion (*ALS4*, *ALS9* and *IFF4)* were significantly up-regulated. In *C. albicans*, *IFF4* is involved in in vitro and in vivo adherence. Fox et al. (2015), based on transcriptional studies, report that *IFF4* is induced at the later stages of biofilm formation. Notably, a Iff4Δ null mutant exhibited decreased adhesion at an initial stage of biofilm development (Kempf et al. 2009; Kean et al. 2018). Tyrosol has a pivotal role in *C. albicans* morphogenesis and biofilm formation; however, its role in *C. auris* biofilm development remains to be elucidated (Alem et al. 2006). In this study, tyrosol treatment exerted minor changes regarding biofilm-related genes, and based on the obtained results, it mainly promotes later biofilm events. 

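Of 22 genes of biofilm maturation, 3 were higher and 3 lower after tyrosol in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (5 higher and 4 lower when adjusted over the list alone). *RBT1* and *XOG1* were among those that rose and *BCR1* among those that fell. *CSH1*, an oxidoreductase gene of the list linked to cell surface hydrophobicity, had a log2 fold change of -0.52 (SE 0.21) and did not pass. The median log2 fold change of the list was 0.02. With camera the adjusted p was 0.991, and 0.995 with an estimated correlation. Without control 3, 8 genes were higher and 6 lower.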

The transcription level of the *RBT1* gene, which promotes biofilm formation in *C. auris*, was increased following tyrosol exposure; however, the ortholog of its regulator of the transcription factor *BCR1* was significantly down-regulated, which was different to the *C. parapsilosis* tyrosol-related response (Ding et al. 2007; Jakab et al. 2019). Another remarkable difference compared to the previously determined *C. parapsilosis* transcription profile was that the *NRG1* (a repressor of hyphal development) gene was down-regulated, stimulating the development of hyphal elements (Ding et al. 2007; Jakab et al. 2019). In addition, it was associated with the increased transcription of *ALS4* (a GPI-anchored protein adhesin), which was up-regulated in filamentous cells of *C. auris*, as published by Yue et al. (2018). The RNA-Seq analysis revealed that the transcription of two major fatty acid biosynthesis-related genes was down-regulated (*FAS1* and *FAS2*); these genes are associated with decreased pathogenesis and virulence (Begum et al. 2022). 

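Of 13 genes of fatty acid biosynthesis, 3 were lower and none was higher in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (5 lower when adjusted over the list alone). *FAS1* and *FAS2* were 2 of the 3, at log2 fold changes of -0.64 (SE 0.08) and -0.74 (SE 0.08). *FAD3*, a fatty acid desaturase gene, had a log2 fold change of -0.65 (SE 0.34) and did not pass the test. The median of the list was -0.29. The camera test gave an adjusted p of 0.00538, and an adjusted p of 0.381 with an estimated correlation. Without control 3, 9 genes of the list were lower and 1 was higher.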

In our previous study, tyrosol treatment decreased the transcription of genes encoding delta12-fatty acid desaturase (*FAD2*) and omega-3 fatty acid desaturase (*FAD3*), thereby decreasing the general fitness of *C. parapsilosis* (Jakab et al. 2019). Therefore, tyrosol may have a general fatty acid metabolism interfering effect, which can be potentially exploited in novel antifungal strategies targeting this metabolic pathway (DeJarnette et al. 2021).

This is the first study evaluating the global changes in gene transcription in *C. auris* following tyrosol exposure. Analyses of the transcriptional response of this species to tyrosol have revealed several fundamental aspects with regard to quorum-sensing molecule-associated effects. The antifungal effect may be elucidated by the increased oxidative stress and the related reduction in the concentrations of certain intracellular microelements, along with the negative impacts on fatty acid biosynthesis, nucleic acid synthesis and adhesion. Further analysis of these data will not only advance our understanding of the basis of antifungal effects exerted by tyrosol but can also facilitate the development of novel innovative antifungal strategies for the effective treatment of this emerging pathogen.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

Regarding the *C. auris* isolate tested, this Whole Genome Shotgun project has been deposited at DDBJ/ENA/GenBank under the accession JANPVY000000000. Transcriptome data have been deposited in NCBI’s Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE223953 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223953).

# Supplementary material for: Total transcriptome analysis of Candida auris planktonic cells exposed to tyrosol
**Source:** AMB Express. 2023 Aug 2;13:81. doi: 10.1186/s13568-023-01586-z
**Supplement:** Supplementary file 1 — Supplementary Material 1

Supplemental Material

Total transcriptome analysis of *Candida auris* planktonic cells exposed to tyrosol

Noémi Balla^{1,2}, Ágnes Jakab^{1,3}, Fruzsina Kovács^{1,2}, Ágota Ragyák⁴, Zoltán Tóth¹, Dávid Balázsi^{1,2}, Lajos Forgács^{1,2}, Aliz Bozó¹, Farah Al Refai¹, Andrew M Borman^{5,6}, László Majoros¹, Renátó Kovács^{1*}

A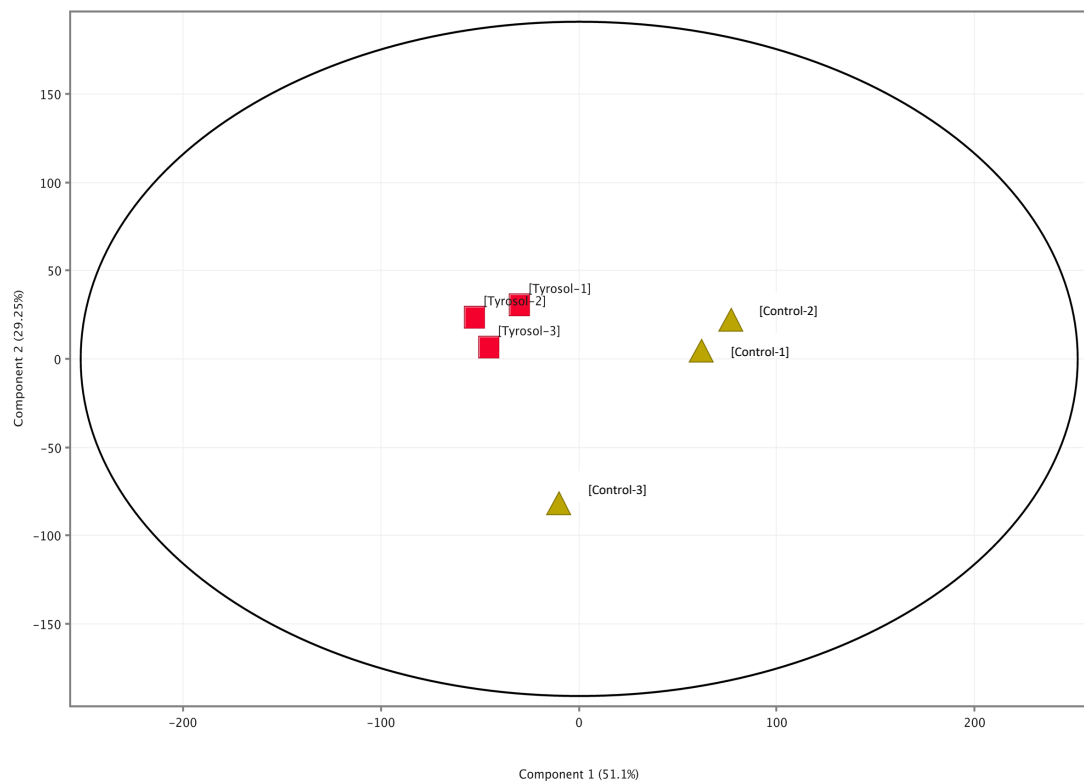**B**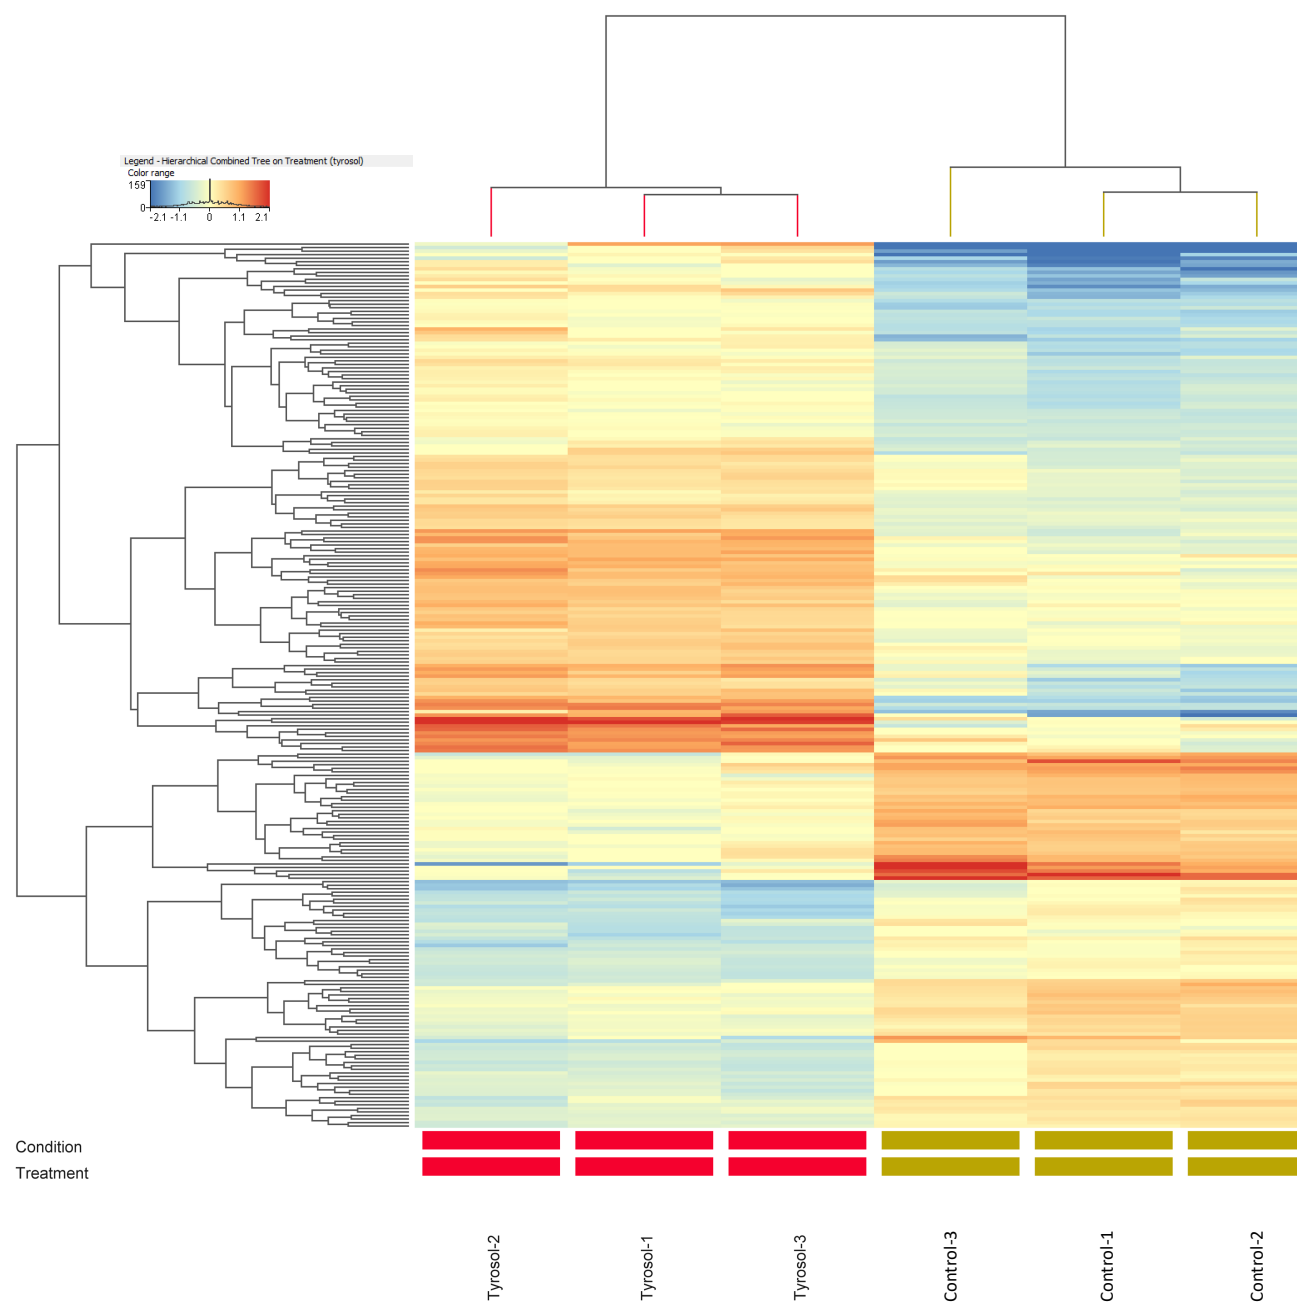

Supplementary Figure 1: Principal component analysis of the transcriptome data (A) and clusters (B).

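A principal component analysis of log2 CPM over the 5373 genes tested placed 58.2% of the variance on the first component and 28.7% on the second. Control 3 lay at a distance of 29.3 from the mean of controls 1 and 2 and of 28 from the tyrosol samples, while controls 1 and 2 lay 14.8 apart. Among gene groups, control 3 was over 1.5-fold above controls 1 and 2 in 11 of 15 glycolysis genes and 6 of 9 genes of fatty acid oxidation. For example, *PGK1*, a phosphoglycerate kinase gene of glycolysis, had 4380 CPM in control 3 and 2120 and 1540 CPM in controls 1 and 2. None of the 15 glycolysis genes and none of the 9 fatty acid oxidation genes passed edgeR's test between the groups, also when adjusted over each list alone. At an unadjusted p under 0.05 there were 0 and 1, and DESeq2 called 0 in both lists. Without control 3, 2 glycolysis genes were higher, and 5 genes of fatty acid oxidation were higher and 1 lower.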

Symbols represent untreated control (Cont) and 15 mM tyrosol exposure (Tyr) cultures. Analyses were performed with the StrandNGS software using default settings.

Supplementary Tables

Supplementary Table 1: Oligonucleotide primers used for RT-qPCR analysis.

Genes	Forward primer (5'-3')	Reverse primer (5'-3')
<i>ACT1</i> (B9J08_000486)	CTTGTTCCCAGGTATTGC	CTCGTCGTATTCTTGCTTG
<i>SOD4</i> (B9J08_001292)	TTACCACGGCTACGAAAAGG	GCACCACCACAGACAAGTTG
<i>CIP1</i> (B9J08_003024)	GTTGGTGTGGATGAAAGC	AATCGTGCCTGAGTTGAC
<i>CAT1</i> (B9J08_002298)	GTGCCTACGGTGTCTTTG	TTGGATGGGTCTCTGATG
<i>HSP21</i> (B9J08_003627)	GCTTGCTGGAAGAAACACC	GACCGCCTTGTCAAAACC
<i>LIP5</i> (B9J08_004173)	GTTGGTGCTGCTTTCTCC	AATGCTCACGGTTTCCTC
<i>NRG1</i> (B9J08_005429)	GTGCCTTATCAGAACATTGC	GCCCAGTGTAGTGAACAGAC
<i>HYR1</i> (B9J08_004098)	GGATTGGCTGCTTCTGTC	CCTTCGTTGTTCACTTTGC
<i>RBT1</i> (B9J08_001458)	AGGTAACGGTGGCAAAGGTG	AAGGCAGCAGCAAGCAAAG
<i>CDR1</i> (B9J08_000164)	TTGGAGATGGGTGCTTAC	GCTGAAGGTTGATGGATG
<i>FTR1</i> (B9J08_002108)	ACGGTTCTGTCCTTTCCTAC	CTTCTTGCCCTTGATATGG
<i>PDC11</i> (B9J08_002231)	TGTTTGTGCGGTGATGGTTC	TGGCTGGATGTCGTTGTAG
<i>ERG1</i> (B9J08_000261)	GCATTGTACTCGTTATTCGC	ACCCTTCTCGCAGTAGTTG
<i>PFK1</i> (B9J08_004309)	CGCCTACTCTTCTTTGGAC	ACGGTGGTGTTTCTCTTTC
<i>ADH1</i> (B9J08_004331)	CTCGCTGCTCCCATCTTG	TCGTCACCACCGTCAATG
<i>FAS1</i> (B9J08_001296)	GAGCAAGGTATGGGTATGGAC	GGAGAAAGGAAGGTGTAGGAAG
<i>FAS2</i> (B9J08_002420)	CGTCCACATCCCTCATTG	TCCTTAGCGTCGTTATCGG

Supplementary Table 2. Results of the gene set enrichment analysis

Significant shared GO terms ($p < 0.05$) were determined with Candida Genome Database Gene Ontology Term Finder (<http://www.candidagenome.org/cgi-bin/GO/goTermFinder>).

Up-regulated and down-regulated genes were defined as differentially expressed genes (p adj. < 0.05) where the FoldChange > 1.5 , and FoldChange < -1.5 , respectively.

Biological processes, molecular function and cellular component categories are provided.

Only terms where the adjusted p value was less than 0.05 were considered as significant enriched terms.

Up-regulated gene set**Biological process**

GOID	GO_term	Cluster frequency	Background frequency	Corrected p -value	False discovery rate
8652	cellular amino acid biosynthetic process	10 out of 142 genes, 7.0%	89 out of 5417 background genes, 1.6%	0.03356	20.00%
43436	oxoacid metabolic process	20 out of 142 genes, 14.1%	313 out of 5417 background genes, 5.8%	0.05694	8.00%
6797	polyphosphate metabolic process	4 out of 142 genes, 2.8%	12 out of 5417 background genes, 0.2%	0.06601	6.50%

Molecular function

GOID	GO_term	Cluster frequency	Background frequency	Corrected p -value	False discovery rate
3824	catalytic activity	9 out of 142 genes, 6.3%	51 out of 5417 background genes, 0.9%	0.00065	0.00%
51787	misfolded protein binding	3 out of 142 genes, 2.1%	6 out of 5417 background genes, 0.1%	0.04061	4.00%

Cellular component

GOID	GO_term	Cluster frequency	Background frequency	Corrected p -value	False discovery rate
33254	vacuolar transporter chaperone complex	3 out of 142 genes, 2.1%	4 out of 5417 background genes, 0.1%	0.00484	0.00%

Biological process

GOID	GO_term	Gene(s) annotated to the term
8652	cellular amino acid biosynthetic process	B9J08_000686:B9J08_001277:B9J08_001648:B9J08_001756:B9J08_003103:B9J08_003205:B9J08_003531:B9J08_003722:B9J08_005231:B9J08_005247
43436	oxoacid metabolic process	B9J08_000686:B9J08_000694:B9J08_000871:B9J08_001225:B9J08_001277:B9J08_001464:B9J08_001648:B9J08_001756:B9J08_001883:B9J08_002891:B9J08_003103:B9J08_003205:B9J08_003531:B9J08_003722:B9J08_004292:B9J08_004343:B9J08_004847:B9J08_004930:B9J08_005231:B9J08_005247
6797	polyphosphate metabolic process	B9J08_001225:B9J08_001464:B9J08_004343:B9J08_004847

Molecular function

GOID	GO_term	Gene(s) annotated to the term
3824	catalytic activity	B9J08_000169:B9J08_000266:B9J08_000362:B9J08_000389:B9J08_000512:B9J08_000685:B9J08_000686:B9J08_000694:B9J08_000724:B9J08_000821:B9J08_000834:B9J08_000846:B9J08_000871:B9J08_001012:B9J08_001043:B9J08_001103:B9J08_001116:B9J08_001143:B9J08_001153:B9J08_001225:B9J08_001277:B9J08_001317:B9J08_001339:B9J08_001382:B9J08_001383:B9J08_001405:B9J08_001458:B9J08_001529:B9J08_001532:B9J08_001622:B9J08_001648:B9J08_001659:B9J08_001672:B9J08_001673:B9J08_001702:B9J08_001725:B9J08_001738:B9J08_001756:B9J08_001873:B9J08_001883:B9J08_001898:B9J08_001899:B9J08_001950:B9J08_001976:B9J08_001977:B9J08_001985:B9J08_001991:B9J08_002118:B9J08_002149:B9J08_002298:B9J08_002309:B9J08_002372:B9J08_002383:B9J08_002408:B9J08_002413:B9J08_002457:B9J08_002479:B9J08_002537:B9J08_002538:B9J08_002542:B9J08_002587:B9J08_002643:B9J08_002669:B9J08_002875:B9J08_002878:B9J08_002968:B9J08_003024:B9J08_003056:B9J08_003103:B9J08_003181:B9J08_003205:B9J08_003251:B9J08_003283:B9J08_003370:B9J08_003441:B9J08_003531:B9J08_003595:B9J08_003627:B9J08_003722:B9J08_003723:B9J08_003838:B9J08_004098:B9J08_004176:B9J08_004260:B9J08_004272:B9J08_004292:B9J08_004343:B9J08_004410:B9J08_004476:B9J08_004498:B9J08_004514:B9J08_004515:B9J08_004536:B9J08_004741:B9J08_004828:B9J08_004840:B9J08_004872:B9J08_004930:B9J08_004941:B9J08_004971:B9J08_004974:B9J08_005062:B9J08_005227:B9J08_005231:B9J08_005247:B9J08_005264:B9J08_005308:B9J08_005430
51787	misfolded protein binding	B9J08_000236:B9J08_000476:B9J08_004285

Cellular component

GOID	GO_term	Gene(s) annotated to the term
33254	vacuolar transporter chaperone complex	B9J08_001225:B9J08_004343:B9J08_004847

Down-regulated gene set

Biological process

GOID	GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
51095	regulation of helicase activity	5 out of 108 genes, 4.6%	8 out of 5417 background genes, 0.1%	6.88e-05	0.00%
	pre-replicative complex assembly				
1902299	involved in cell cycle DNA replication	6 out of 108 genes, 5.6%	18 out of 5417 background genes, 0.3%	0.00037	0.00%
36388	pre-replicative complex assembly	6 out of 108 genes, 5.6%	18 out of 5417 background genes, 0.3%	0.00037	0.00%
	pre-replicative complex assembly				
	involved in nuclear cell cycle DNA				
6267	replication	6 out of 108 genes, 5.6%	18 out of 5417 background genes, 0.3%	0.00037	0.00%
33260	nuclear DNA replication	8 out of 108 genes, 7.4%	47 out of 5417 background genes, 0.9%	0.00142	0.00%
44786	cell cycle DNA replication	8 out of 108 genes, 7.4%	47 out of 5417 background genes, 0.9%	0.00142	0.00%
32508	DNA duplex unwinding	5 out of 108 genes, 4.6%	16 out of 5417 background genes, 0.3%	0.00472	0.00%
43462	regulation of ATPase activity	5 out of 108 genes, 4.6%	17 out of 5417 background genes, 0.3%	0.00659	0.00%
32392	DNA geometric change	5 out of 108 genes, 4.6%	18 out of 5417 background genes, 0.3%	0.00898	0.00%
6261	DNA-dependent DNA replication	10 out of 108 genes, 9.3%	100 out of 5417 background genes, 1.8%	0.01133	0.00%
6270	DNA replication initiation	6 out of 108 genes, 5.6%	34 out of 5417 background genes, 0.6%	0.02095	0.00%
6260	DNA replication	10 out of 108 genes, 9.3%	108 out of 5417 background genes, 2.0%	0.02219	0.17%
51097	negative regulation of helicase activity	3 out of 108 genes, 2.8%	5 out of 5417 background genes, 0.1%	0.03362	0.31%
	double-strand break repair via break-				
727	induced replication	5 out of 108 genes, 4.6%	24 out of 5417 background genes, 0.4%	0.04050	0.29%
	DNA strand elongation involved in DNA				
6271	replication	5 out of 108 genes, 4.6%	25 out of 5417 background genes, 0.5%	0.04982	0.27%

Molecular function

GOID	GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
17116	single-stranded DNA helicase activity	5 out of 108 genes, 4.6%	9 out of 5417 background genes, 0.2%	3.12e-05	0.00%
3688	DNA replication origin binding<br>single-stranded 3'-5' DNA helicase	7 out of 108 genes, 6.5%	29 out of 5417 background genes, 0.5%	0.00010	0.00%
1990518	activity	3 out of 108 genes, 2.8%	3 out of 5417 background genes, 0.1%	0.00070	0.00%
33679	3'-5' DNA/RNA helicase activity	3 out of 108 genes, 2.8%	3 out of 5417 background genes, 0.1%	0.00070	0.00%
9378	four-way junction helicase activity	3 out of 108 genes, 2.8%	5 out of 5417 background genes, 0.1%	0.00688	0.40%
3727	single-stranded RNA binding	5 out of 108 genes, 4.6%	30 out of 5417 background genes, 0.6%	0.02529	1.00%
3678	DNA helicase activity	5 out of 108 genes, 4.6%	32 out of 5417 background genes, 0.6%	0.03463	1.14%
33677	DNA/RNA helicase activity	3 out of 108 genes, 2.8%	8 out of 5417 background genes, 0.1%	0.03692	2.00%

Cellular component

GOID	GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
42555	MCM complex	5 out of 108 genes, 4.6%	5 out of 5417 background genes, 0.1%	2.93e-07	0.00%
36387	pre-replicative complex	6 out of 108 genes, 5.6%	16 out of 5417 background genes, 0.3%	3.79e-05	0.00%
5656	nuclear pre-replicative complex	6 out of 108 genes, 5.6%	16 out of 5417 background genes, 0.3%	3.79e-05	0.00%
71162	CMG complex	5 out of 108 genes, 4.6%	10 out of 5417 background genes, 0.2%	6.81e-05	0.00%
31261	DNA replication preinitiation complex	6 out of 108 genes, 5.6%	21 out of 5417 background genes, 0.4%	0.00023	0.00%
31298	replication fork protection complex	6 out of 108 genes, 5.6%	21 out of 5417 background genes, 0.4%	0.00023	0.00%
97373	MCM core complex	3 out of 108 genes, 2.8%	3 out of 5417 background genes, 0.1%	0.00078	0.00%
5657	replication fork	8 out of 108 genes, 7.4%	53 out of 5417 background genes, 1.0%	0.00082	0.00%
43596	nuclear replication fork	7 out of 108 genes, 6.5%	40 out of 5417 background genes, 0.7%	0.00113	0.00%
32993	protein-DNA complex	7 out of 108 genes, 6.5%	54 out of 5417 background genes, 1.0%	0.00860	0.00%
5835	fatty acid synthase complex	2 out of 108 genes, 1.9%	2 out of 5417 background genes, 0.0%	0.04017	0.91%

Biological process

GOID	GO_term	Gene(s) annotated to the term
51095	regulation of helicase activity	B9J08_000087:B9J08_003467:B9J08_005188:B9J08_005385:B9J08_005476
	pre-replicative complex assembly	
1902299	involved in cell cycle DNA replication	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005476
36388	pre-replicative complex assembly	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005476
	pre-replicative complex assembly	
	involved in nuclear cell cycle DNA	
6267	replication	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005476
		B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005422:B9J08_005476:B9J08_005515
33260	nuclear DNA replication	
44786	cell cycle DNA replication	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005422:B9J08_005476:B9J08_005515
32508	DNA duplex unwinding	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005476
43462	regulation of ATPase activity	B9J08_000087:B9J08_003467:B9J08_005188:B9J08_005385:B9J08_005476
32392	DNA geometric change	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005476
		B9J08_000087:B9J08_001105:MRC1:B9J08_002424:B9J08_003338:B9J08_003467:B9J08_003937:B9J08_005422:B9J08_005476:B9J08_005515
6261	DNA-dependent DNA replication	
6270	DNA replication initiation	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005476:B9J08_005515
		B9J08_000087:B9J08_001105:MRC1:B9J08_002424:B9J08_003338:B9J08_003467:B9J08_003937:B9J08_005422:B9J08_005476:B9J08_005515
6260	DNA replication	
51097	negative regulation of helicase activity	B9J08_000087:B9J08_003467:B9J08_005476
	double-strand break repair via break-	
727	induced replication	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005476
	DNA strand elongation involved in DNA	
6271	replication	B9J08_001105:B9J08_002424:B9J08_003338:B9J08_003467:B9J08_005476

Molecular function

GOID	GO_term	Gene(s) annotated to the term
17116	single-stranded DNA helicase activity	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005476
3688	DNA replication origin binding	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005476:B9J08_005515
	single-stranded 3'-5' DNA helicase	
1990518	activity	B9J08_001105:B9J08_002424:B9J08_003467

33679 3'-5' DNA/RNA helicase activity	B9J08_001105:B9J08_002424:B9J08_003467
9378 four-way junction helicase activity	B9J08_001105:B9J08_002424:B9J08_003467
3727 single-stranded RNA binding	B9J08_000774:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005385
3678 DNA helicase activity	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005476
33677 DNA/RNA helicase activity	B9J08_001105:B9J08_002424:B9J08_003467

Cellular component

GOID	GO_term	Gene(s) annotated to the term
42555	MCM complex	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005476
36387	pre-replicative complex	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005476
5656	nuclear pre-replicative complex	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005476
71162	CMG complex	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_005476
31261	DNA replication preinitiation complex	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005476
31298	replication fork protection complex	B9J08_000087:B9J08_001105:MRC1:B9J08_002424:B9J08_003467:B9J08_005476
97373	MCM core complex	B9J08_001105:B9J08_002424:B9J08_003467
5657	replication fork	B9J08_000087:B9J08_001105:MRC1:B9J08_002424:B9J08_003338:B9J08_003467:B9J08_005476:B9J08_005515
43596	nuclear replication fork	B9J08_000087:B9J08_001105:MRC1:B9J08_002424:B9J08_003467:B9J08_005476:B9J08_005515
32993	protein-DNA complex	B9J08_000087:B9J08_001105:B9J08_002424:B9J08_003467:B9J08_003937:B9J08_005476:B9J08_005515
5835	fatty acid synthase complex	B9J08_001296:B9J08_002420

Supplementary Table 2. Results of the gene set enrichment analysis

Up-regulated and down-regulated genes under Tyrosol or Farnesol treatment conditions.

Up-regulated and down-regulated genes were defined as differentially expressed genes (p adj. <0.05) where the FoldChange > 1.5 , and FoldChange < -1.5 , respectively.

Biological processes, molecular function and cellular component categories are provided.

Only terms where the adjusted p value was less than 0.05 were considered as significant enriched terms.

Up-regulated gene set**The overlaps between Tyrosol and Farnesol responsive genes****Biological process**

GOID GO_term	Cluster frequency	Background frequency	Corrected p -value	False discovery rate
19878 lysine biosynthetic process via aminoadipic acid	3 out of 66 genes, 4.5%	7 out of 5417 background genes, 0.1%	0.00911	0.00%
6553 lysine metabolic process	3 out of 66 genes, 4.5%	9 out of 5417 background genes, 0.2%	0.02148	3.00%
9085 lysine biosynthetic process	3 out of 66 genes, 4.5%	9 out of 5417 background genes, 0.2%	0.02148	2.00%

Molecular function

GOID GO_term	Cluster frequency	Background frequency	Corrected p -value	False discovery rate
3824 catalytic activity	9 out of 66 genes, 13.6%	56 out of 5417 background genes, 1.0%	1.25E-06	0.00%
51787 misfolded protein binding<br>hydrolase activity, hydrolyzing O-glycosyl	3 out of 66 genes, 4.5%	6 out of 5417 background genes, 0.1%	0.00259	0.00%
4553 compounds	5 out of 66 genes, 7.6%	36 out of 5417 background genes, 0.7%	0.00499	0.00%
16798 hydrolase activity, acting on glycosyl bonds	5 out of 66 genes, 7.6%	46 out of 5417 background genes, 0.8%	0.01652	3.00%

Significantly enriched gene group in Tyrosol treated cultures**Cellular component**

GOID GO_term	Cluster frequency	Background frequency	Corrected p -value	False discovery rate
33254 vacuolar transporter chaperone complex	3 out of 76 genes, 3.9%	4 out of 5417 background genes, 0.1%	0.0004	0.00%

Significantly enriched gene groups in Farnesol treated cultures

Biological process

GOID GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
9062 fatty acid catabolic process	13 out of 381 genes, 3.4%	17 out of 5417 background genes, 0.3%	9.22E-10	0.00%
6631 fatty acid metabolic process	22 out of 381 genes, 5.8%	58 out of 5417 background genes, 1.1%	7.60E-09	0.00%
19395 fatty acid oxidation	10 out of 381 genes, 2.6%	11 out of 5417 background genes, 0.2%	1.61E-08	0.00%
34440 lipid oxidation	10 out of 381 genes, 2.6%	11 out of 5417 background genes, 0.2%	1.61E-08	0.00%
16042 lipid catabolic process	18 out of 381 genes, 4.7%	43 out of 5417 background genes, 0.8%	8.43E-08	0.00%
44242 cellular lipid catabolic process	16 out of 381 genes, 4.2%	34 out of 5417 background genes, 0.6%	1.06E-07	0.00%
6635 fatty acid beta-oxidation	8 out of 381 genes, 2.1%	9 out of 5417 background genes, 0.2%	2.79E-06	0.00%
72329 monocarboxylic acid catabolic process	14 out of 381 genes, 3.7%	33 out of 5417 background genes, 0.6%	8.09E-06	0.00%
55085 transmembrane transport	54 out of 381 genes, 14.2%	358 out of 5417 background genes, 6.6%	1.92E-05	0.00%
32787 monocarboxylic acid metabolic process	27 out of 381 genes, 7.1%	123 out of 5417 background genes, 2.3%	3.77E-05	0.00%
30258 lipid modification	10 out of 381 genes, 2.6%	19 out of 5417 background genes, 0.4%	8.13E-05	0.00%
19752 carboxylic acid metabolic process	46 out of 381 genes, 12.1%	314 out of 5417 background genes, 5.8%	0.00053	0.00%
43436 oxoacid metabolic process	46 out of 381 genes, 12.1%	326 out of 5417 background genes, 6.0%	0.00157	0.00%
6082 organic acid metabolic process	46 out of 381 genes, 12.1%	327 out of 5417 background genes, 6.0%	0.00171	0.00%
16054 organic acid catabolic process	15 out of 381 genes, 3.9%	64 out of 5417 background genes, 1.2%	0.01505	0.12%
46395 carboxylic acid catabolic process	15 out of 381 genes, 3.9%	64 out of 5417 background genes, 1.2%	0.01505	0.12%
103 sulfate assimilation	5 out of 381 genes, 1.3%	8 out of 5417 background genes, 0.1%	0.04657	0.78%

Molecular function

GOID GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
16491 oxidoreductase activity	53 out of 381 genes, 13.9%	346 out of 5417 background genes, 6.4%	5.33E-06	0.00%
22857 transmembrane transporter activity	48 out of 381 genes, 12.6%	359 out of 5417 background genes, 6.6%	0.00151	0.00%
5215 transporter activity	50 out of 381 genes, 13.1%	383 out of 5417 background genes, 7.1%	0.00189	0.00%
8514 organic anion transmembrane transporter activity	13 out of 381 genes, 3.4%	50 out of 5417 background genes, 0.9%	0.00556	0.50%
oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, reduced flavin or flavoprotein as one donor, and incorporation of one atom of oxygen	5 out of 381 genes, 1.3%	8 out of 5417 background genes, 0.1%	0.01612	0.40%

carboxylic acid transmembrane transporter activity	10 out of 381 genes, 2.6%	38 out of 5417 background genes, 0.7%	0.0428	0.86%
5342 organic acid transmembrane transporter activity	10 out of 381 genes, 2.6%	38 out of 5417 background genes, 0.7%	0.0428	0.75%

Cellular component

GOID	GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
42579	microbody	20 out of 381 genes, 5.2%	62 out of 5417 background genes, 1.1%	3.68E-07	0.00%
5777	peroxisome	20 out of 381 genes, 5.2%	62 out of 5417 background genes, 1.1%	3.68E-07	0.00%
31907	microbody lumen	7 out of 381 genes, 1.8%	9 out of 5417 background genes, 0.2%	2.98E-05	0.00%
5782	peroxisomal matrix	7 out of 381 genes, 1.8%	9 out of 5417 background genes, 0.2%	2.98E-05	0.00%
16021	integral component of membrane	38 out of 381 genes, 10.0%	292 out of 5417 background genes, 5.4%	0.01478	0.67%

The overlaps between Tyrosol and Farnesol responsive genes

Biological process

GOID	GO_term	Gene(s) annotated to the term
19878	lysine biosynthetic process via aminoadipic acid	B9J08_001756:B9J08_003205:B9J08_003722
6553	lysine metabolic process	B9J08_001756:B9J08_003205:B9J08_003722
9085	lysine biosynthetic process	B9J08_001756:B9J08_003205:B9J08_003722

Molecular function

GOID	GO_term	Gene(s) annotated to the term
3824	catalytic activity	B9J08_000266:B9J08_000389:B9J08_000476:B9J08_000512:B9J08_000686:B9J08_000724:B9J08_000834:B9J08_000846:B9J08_000871:B9J08_001043:B9J08_001143:B9J08_001277:B9J08_001339:B9J08_001382:B9J08_001383:B9J08_001405:B9J08_001529:B9J08_001622:B9J08_001673:B9J08_001702:B9J08_001756:B9J08_001950:B9J08_001977:B9J08_001985:B9J08_002298:B9J08_002408:B9J08_002413:B9J08_002457:B9J08_002479:B9J08_002587:B9J08_002643:B9J08_002878:B9J08_003181:B9J08_003205:B9J08_003251:B9J08_003595:B9J08_003627:B9J08_003722:B9J08_004260:B9J08_004285:B9J08_004410:B9J08_004476:B9J08_004514:B9J08_004515:B9J08_004741:B9J08_004828:B9J08_004941:B9J08_004971:B9J08_005062:B9J08_005308:B9J08_005430
51787	misfolded protein binding	B9J08_000236:B9J08_000476:B9J08_004285
	hydrolase activity, hydrolyzing O-glycosyl	
4553	compounds	B9J08_001383:B9J08_001529:B9J08_001985:B9J08_003251:B9J08_004410

16798 hydrolase activity, acting on glycosyl bonds   B9J08_001383:B9J08_001529:B9J08_001985:B9J08_003251:B9J08_004410

Significantly enriched gene group in Tyrosol treated cultures

Cellular component

GOID	GO_term	Gene(s) annotated to the term
33254	vacuolar transporter chaperone complex	B9J08_001225:B9J08_004343:B9J08_004847

Significantly enriched gene groups in Farnesol treated cultures

Biological process

GOID	GO_term	Gene(s) annotated to the term
9062	fatty acid catabolic process	B9J08_000010:B9J08_000147:B9J08_001484:B9J08_001740:B9J08_001956:B9J08_002847:B9J08_003185:B9J08_003374:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004365:B9J08_004905
6631	fatty acid metabolic process	B9J08_000010:B9J08_000147:B9J08_000397:B9J08_001296:B9J08_001484:B9J08_001740:B9J08_001861:B9J08_001889:B9J08_001956:B9J08_002157:B9J08_002488:B9J08_002781:B9J08_002847:B9J08_003185:B9J08_003285:B9J08_003374:B9J08_003462:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004365:B9J08_004905
19395	fatty acid oxidation	B9J08_000147:B9J08_000397:B9J08_001484:B9J08_001740:B9J08_002847:B9J08_003185:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004905
34440	lipid oxidation	B9J08_000147:B9J08_000397:B9J08_001484:B9J08_001740:B9J08_002847:B9J08_003185:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004905
16042	lipid catabolic process	B9J08_000010:B9J08_000147:B9J08_001484:B9J08_001740:B9J08_001956:B9J08_002814:B9J08_002847:B9J08_003185:B9J08_003374:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004096:B9J08_004111:B9J08_004156:B9J08_004365:B9J08_004905:B9J08_005309
44242	cellular lipid catabolic process	185:B9J08_003374:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004096:B9J08_004365:B9J08_004905:B9J08_005309
6635	fatty acid beta-oxidation	B9J08_001484:B9J08_001740:B9J08_002847:B9J08_003185:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004905
72329	monocarboxylic acid catabolic process	B9J08_000010:B9J08_000147:B9J08_001484:B9J08_001740:B9J08_001889:B9J08_001956:B9J08_002847:B9J08_003185:B9J08_003374:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004365:B9J08_004905

	B9J08_000033:CDR1:B9J08_000175:B9J08_000321:B9J08_000473:CDR4:B9J08_000483:B9J08_000503:B9J08_000896:B9J08_000982:B9J08_000995:B9J08_001362:B9J08_001523:B9J08_001530:B9J08_001895:B9J08_001952:B9J08_001984:B9J08_002006:B9J08_002087:B9J08_002202:B9J08_002227:B9J08_002239:B9J08_002242:B9J08_002251:B9J08_002297:B9J08_002488:B9J08_002646:B9J08_002659:B9J08_002821:B9J08_003462:B9J08_003465:B9J08_003527:B9J08_003690:B9J08_003734:B9J08_003832:B9J08_003908:MDR1:B9J08_004066:B9J08_004365:B9J08_004429:B9J08_004448:B9J08_004533:B9J08_004537:B9J08_004562:B9J08_004592:B9J08_004602:B9J08_004690:B9J08_004825:B9J08_004878:B9J08_005345:B9J08_005491:B9J08_005564:B9J08_005570:B9J08_005571
55085 transmembrane transport	B9J08_000010:B9J08_000147:B9J08_000229:B9J08_000397:B9J08_000989:B9J08_001296:B9J08_001484:B9J08_001641:B9J08_001740:B9J08_001861:B9J08_001884:B9J08_001889:B9J08_001956:B9J08_002157:B9J08_002488:B9J08_002781:B9J08_002847:B9J08_003185:B9J08_003285:B9J08_003374:B9J08_003462:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_003998:B9J08_004365:B9J08_004905
32787 monocarboxylic acid metabolic process	B9J08_000147:B9J08_000397:B9J08_001484:B9J08_001740:B9J08_002847:B9J08_003185:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004905
30258 lipid modification	B9J08_000010:B9J08_000013:B9J08_000147:B9J08_000229:B9J08_000397:B9J08_000613:B9J08_000755:B9J08_000989:B9J08_001224:B9J08_001296:B9J08_001484:B9J08_001641:B9J08_001645:B9J08_001740:B9J08_001861:B9J08_001884:B9J08_001889:B9J08_001956:B9J08_001967:B9J08_002157:B9J08_002351:B9J08_002375:B9J08_002469:B9J08_002488:B9J08_002781:B9J08_002847:B9J08_002995:B9J08_003167:B9J08_003180:B9J08_003185:B9J08_003285:B9J08_003374:B9J08_003440:B9J08_003462:B9J08_003466:B9J08_003514:B9J08_003628:B9J08_003678:B9J08_003998:B9J08_004365:B9J08_004781:B9J08_004798:B9J08_004905:B9J08_005199:B9J08_005307:B9J08_005516
19752 carboxylic acid metabolic process	B9J08_000010:B9J08_000013:B9J08_000147:B9J08_000229:B9J08_000397:B9J08_000613:B9J08_000755:B9J08_000989:B9J08_001224:B9J08_001296:B9J08_001484:B9J08_001641:B9J08_001645:B9J08_001740:B9J08_001861:B9J08_001884:B9J08_001889:B9J08_001956:B9J08_001967:B9J08_002157:B9J08_002351:B9J08_002375:B9J08_002469:B9J08_002488:B9J08_002781:B9J08_002847:B9J08_002995:B9J08_003167:B9J08_003180:B9J08_003185:B9J08_003285:B9J08_003374:B9J08_003440:B9J08_003462:B9J08_003466:B9J08_003514:B9J08_003628:B9J08_003678:B9J08_003998:B9J08_004365:B9J08_004781:B9J08_004798:B9J08_004905:B9J08_005199:B9J08_005307:B9J08_005516
43436 oxoacid metabolic process	B9J08_000010:B9J08_000013:B9J08_000147:B9J08_000229:B9J08_000397:B9J08_000613:B9J08_000755:B9J08_000989:B9J08_001224:B9J08_001296:B9J08_001484:B9J08_001641:B9J08_001645:B9J08_001740:B9J08_001861:B9J08_001884:B9J08_001889:B9J08_001956:B9J08_001967:B9J08_002157:B9J08_002351:B9J08_002375:B9J08_002469:B9J08_002488:B9J08_002781:B9J08_002847:B9J08_002995:B9J08_003167:B9J08_003180:B9J08_003185:B9J08_003285:B9J08_003374:B9J08_003440:B9J08_003462:B9J08_003466:B9J08_003514:B9J08_003628:B9J08_003678:B9J08_003998:B9J08_004365:B9J08_004781:B9J08_004798:B9J08_004905:B9J08_005199:B9J08_005307:B9J08_005516
6082 organic acid metabolic process	B9J08_000010:B9J08_000013:B9J08_000147:B9J08_000229:B9J08_000397:B9J08_000613:B9J08_000755:B9J08_000989:B9J08_001224:B9J08_001296:B9J08_001484:B9J08_001641:B9J08_001645:B9J08_001740:B9J08_001861:B9J08_001884:B9J08_001889:B9J08_001956:B9J08_001967:B9J08_002157:B9J08_002351:B9J08_002375:B9J08_002469:B9J08_002488:B9J08_002781:B9J08_002847:B9J08_002995:B9J08_003167:B9J08_003180:B9J08_003185:B9J08_003285:B9J08_003374:B9J08_003440:B9J08_003462:B9J08_003466:B9J08_003514:B9J08_003628:B9J08_003678:B9J08_003998:B9J08_004365:B9J08_004781:B9J08_004798:B9J08_004905:B9J08_005199:B9J08_005307:B9J08_005516
16054 organic acid catabolic process	B9J08_000010:B9J08_000147:B9J08_001484:B9J08_001740:B9J08_001889:B9J08_001956:B9J08_001967:B9J08_002847:B9J08_003185:B9J08_003374:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004365:B9J08_004905
46395 carboxylic acid catabolic process	B9J08_000010:B9J08_000147:B9J08_001484:B9J08_001740:B9J08_001889:B9J08_001956:B9J08_001967:B9J08_002847:B9J08_003185:B9J08_003374:B9J08_003466:B9J08_003628:B9J08_003678:B9J08_004365:B9J08_004905
103 sulfate assimilation	B9J08_001224:B9J08_002351:B9J08_002995:B9J08_003552:B9J08_005307

Molecular function

GOID GO_term

Gene(s) annotated to the term

16491 oxidoreductase activity

B9J08_000008:B9J08_000147:B9J08_000229:B9J08_000487:B9J08_000568:B9J08_000613:B9J08_000625:B9J08_000755:B9J08_000989:B9J08_001224:B9J08_001296:B9J08_001515:B9J08_001533:B9J08_001550:B9J08_001570:B9J08_001588:B9J08_001660:B9J08_001688:B9J08_001733:B9J08_001740:B9J08_001956:B9J08_001996:B9J08_002011:B9J08_002143:B9J08_002157:B9J08_002254:B9J08_002366:B9J08_002375:B9J08_002419:B9J08_002427:B9J08_002531:B9J08_002668:B9J08_002830:B9J08_002847:B9J08_003167:B9J08_003180:B9J08_003266:B9J08_003267:B9J08_003437:B9J08_003440:B9J08_003442:B9J08_003466:B9J08_003552:B9J08_003628:B9J08_003681:B9J08_003684:B9J08_004114:ERG5:B9J08_004600:B9J08_004656:B9J08_005307:B9J08_005516:B9J08_005548

B9J08_000032:B9J08_000033:CDR1:B9J08_000175:B9J08_000321:B9J08_000473:CDR4:B9J08_000503:B9J08_000896:B9J08_000982:B9J08_000995:B9J08_001362:B9J08_001523:B9J08_001530:B9J08_001889:B9J08_001952:B9J08_001984:B9J08_002006:B9J08_002202:B9J08_002227:B9J08_002239:B9J08_002251:B9J08_002297:B9J08_002646:B9J08_002659:B9J08_003465:B9J08_003527:B9J08_003678:B9J08_003832:B9J08_003908:MDR1:B9J08_004066:B9J08_004365:B9J08_004429:B9J08_004448:B9J08_004533:B9J08_004537:B9J08_004562:B9J08_004592:B9J08_004602:B9J08_004690:B9J08_004825:B9J08_004878:B9J08_005345:B9J08_005491:B9J08_005564:B9J08_005570:B9J08_005596:B9J08_000032:B9J08_000033:CDR1:B9J08_000175:B9J08_000321:B9J08_000473:CDR4:B9J08_000503:B9J08_000896:B9J08_000982:B9J08_000995:B9J08_001362:B9J08_001523:B9J08_001530:B9J08_001861:B9J08_001889:B9J08_001952:B9J08_001984:B9J08_002006:B9J08_002202:B9J08_002227:B9J08_002239:B9J08_002251:B9J08_002297:B9J08_002442:B9J08_002646:B9J08_002659:B9J08_003465:B9J08_003527:B9J08_003678:B9J08_003832:B9J08_003908:MDR1:B9J08_004066:B9J08_004365:B9J08_004429:B9J08_004448:B9J08_004533:B9J08_004537:B9J08_004562:B9J08_004592:B9J08_004602:B9J08_004690:B9J08_004825:B9J08_004878:B9J08_005345:B9J08_005491:B9J08_005564:B9J08_005570:B9J08_005571

5215 transporter activity

B9J08_000473:B9J08_000503:B9J08_001362:B9J08_001530:B9J08_002006:B9J08_004066:B9J08_004365:B9J08_004429:B9J08_004448:B9J08_004592:B9J08_005345:B9J08_005491:B9J08_005564

16712 oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, reduced flavin or flavoprotein as one donor, and incorporation of one atom of oxygen
46943 carboxylic acid transmembrane transporter activity

B9J08_001515:B9J08_001588:B9J08_002668:ERG5:B9J08_005548
B9J08_001362:B9J08_001530:B9J08_002006:B9J08_004365:B9J08_004429:B9J08_004448:B9J08_004592:B9J08_005345:B9J08_005491:B9J08_005564
B9J08_001362:B9J08_001530:B9J08_002006:B9J08_004365:B9J08_004429:B9J08_004448:B9J08_004592:B9J08_005345:B9J08_005491:B9J08_005564

5342 organic acid transmembrane transporter activity

Cellular component

GOID GO_term

Gene(s) annotated to the term

42579 microbody	B9J08_000010:B9J08_000032:B9J08_000397:B9J08_001484:B9J08_001645:B9J08_001740:B9J08_001861:B9J08_001956:B9J08_002488:B9J08_002781:B9J08_002847:B9J08_003180:B9J08_003185:B9J08_003374:B9J08_003442:B9J08_003462:B9J08_003466:B9J08_003628:B9J08_004096:B9J08_004905
5777 peroxisome	B9J08_000010:B9J08_000032:B9J08_000397:B9J08_001484:B9J08_001645:B9J08_001740:B9J08_001861:B9J08_001956:B9J08_002488:B9J08_002781:B9J08_002847:B9J08_003180:B9J08_003185:B9J08_003374:B9J08_003442:B9J08_003462:B9J08_003466:B9J08_003628:B9J08_004096:B9J08_004905
31907 microbody lumen	B9J08_001484:B9J08_001740:B9J08_001956:B9J08_003374:B9J08_003442:B9J08_003466:B9J08_004096
5782 peroxisomal matrix	B9J08_001484:B9J08_001740:B9J08_001956:B9J08_003374:B9J08_003442:B9J08_003466:B9J08_004096<br>B9J08_000033:CDR1:B9J08_000175:B9J08_000321:CDR4:B9J08_000503:B9J08_000625:B9J08_000896:B9J08_000995:B9J08_001523:B9J08_001682:B9J08_001984:B9J08_002087:B9J08_002239:B9J08_002251:B9J08_002297:B9J08_002646:B9J08_002659:B9J08_002817:B9J08_002835:B9J08_003336:B9J08_003465:B9J08_003527:B9J08_003668:B9J08_003832:B9J08_003908:B9J08_003928:MDR1:B9J08_004437:B9J08_004448:B9J08_004533:B9J08_004690:B9J08_005283:B9J08_005309:B9J08_005345:B9J08_005564:B9J08_005570:B9J08_005571
16021 integral component of membrane	

Down-regulated gene set

The overlaps between Tyrosol and Farnesol responsive genes

Biological process

GOID	GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
2E+06	regulation of RNA helicase activity	2 out of 46 genes, 4.3%	3 out of 5417 background genes, 0.1%	0.04378	58.00%

Molecular function

GOID	GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
43024	ribosomal small subunit binding	2 out of 46 genes, 4.3%	4 out of 5417 background genes, 0.1%	0.02554	18.00%

Cellular component

GOID	GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
2E+06	ferroxidase complex	2 out of 46 genes, 4.3%	5 out of 5417 background genes, 0.1%	0.0354	32.00%
33573	high-affinity iron permease complex	2 out of 46 genes, 4.3%	5 out of 5417 background genes, 0.1%	0.0354	16.00%

Significantly enriched gene groups in Tyrosol treated cultures

Biological process

GOID	GO_term	Cluster frequency	Background frequency	Corrected <i>p</i> -value	False discovery rate
	pre-replicative complex assembly involved in cell				
2E+06	cycle DNA replication	6 out of 62 genes, 9.7%	18 out of 5417 background genes, 0.3%	6.44E-06	0.00%
36388	pre-replicative complex assembly	6 out of 62 genes, 9.7%	18 out of 5417 background genes, 0.3%	6.44E-06	0.00%
	pre-replicative complex assembly involved in				
6267	nuclear cell cycle DNA replication	6 out of 62 genes, 9.7%	18 out of 5417 background genes, 0.3%	6.44E-06	0.00%
33260	nuclear DNA replication	8 out of 62 genes, 12.9%	46 out of 5417 background genes, 0.8%	7.55E-06	0.00%
44786	cell cycle DNA replication	8 out of 62 genes, 12.9%	46 out of 5417 background genes, 0.8%	7.55E-06	0.00%
6260	DNA replication	10 out of 62 genes, 16.1%	107 out of 5417 background genes, 2.0%	5.94E-05	0.00%
32508	DNA duplex unwinding	5 out of 62 genes, 8.1%	16 out of 5417 background genes, 0.3%	0.00014	0.00%
6261	DNA-templated DNA replication	9 out of 62 genes, 14.5%	96 out of 5417 background genes, 1.8%	0.00024	0.00%
32392	DNA geometric change	5 out of 62 genes, 8.1%	18 out of 5417 background genes, 0.3%	0.00028	0.00%
6270	DNA replication initiation	6 out of 62 genes, 9.7%	34 out of 5417 background genes, 0.6%	0.0004	0.00%
6259	DNA metabolic process	15 out of 62 genes, 24.2%	320 out of 5417 background genes, 5.9%	0.00043	0.00%

6281 DNA repair<br>double-strand break repair via break-induced	12 out of 62 genes, 19.4%	219 out of 5417 background genes, 4.0%	0.00111	0.00%
727 replication<br>DNA strand elongation involved in DNA	5 out of 62 genes, 8.1%	24 out of 5417 background genes, 0.4%	0.00131	0.00%
6271 replication	5 out of 62 genes, 8.1%	25 out of 5417 background genes, 0.5%	0.00163	0.00%
71103 DNA conformation change	5 out of 62 genes, 8.1%	26 out of 5417 background genes, 0.5%	0.002	0.00%
22616 DNA strand elongation	5 out of 62 genes, 8.1%	28 out of 5417 background genes, 0.5%	0.00294	0.00%
51097 negative regulation of helicase activity	3 out of 62 genes, 4.8%	5 out of 5417 background genes, 0.1%	0.00309	0.00%
6974 DNA damage response	12 out of 62 genes, 19.4%	247 out of 5417 background genes, 4.6%	0.00384	0.00%
32780 negative regulation of ATP-dependent activity<br>double-strand break repair via homologous	3 out of 62 genes, 4.8%	6 out of 5417 background genes, 0.1%	0.00613	0.00%
724 recombination	6 out of 62 genes, 9.7%	54 out of 5417 background genes, 1.0%	0.0065	0.00%
6310 DNA recombination	8 out of 62 genes, 12.9%	112 out of 5417 background genes, 2.1%	0.00763	0.10%
725 recombinational repair	6 out of 62 genes, 9.7%	60 out of 5417 background genes, 1.1%	0.01196	0.18%
51095 regulation of helicase activity	3 out of 62 genes, 4.8%	8 out of 5417 background genes, 0.1%	0.01689	0.35%
6268 DNA unwinding involved in DNA replication	3 out of 62 genes, 4.8%	8 out of 5417 background genes, 0.1%	0.01689	0.33%
7049 cell cycle	15 out of 62 genes, 24.2%	439 out of 5417 background genes, 8.1%	0.01958	0.32%
6302 double-strand break repair	7 out of 62 genes, 11.3%	95 out of 5417 background genes, 1.8%	0.02012	0.31%
2E+06 mitotic DNA replication initiation	3 out of 62 genes, 4.8%	9 out of 5417 background genes, 0.2%	0.02512	0.30%
2E+06 regulation of DNA duplex unwinding	2 out of 62 genes, 3.2%	2 out of 5417 background genes, 0.0%	0.02836	1.00%
2E+06 negative regulation of DNA duplex unwinding	2 out of 62 genes, 3.2%	2 out of 5417 background genes, 0.0%	0.02836	0.97%
2E+06 regulation of DNA helicase activity	2 out of 62 genes, 3.2%	2 out of 5417 background genes, 0.0%	0.02836	0.93%
2E+06 negative regulation of DNA helicase activity	2 out of 62 genes, 3.2%	2 out of 5417 background genes, 0.0%	0.02836	0.90%
2E+06 cell cycle DNA replication initiation	3 out of 62 genes, 4.8%	10 out of 5417 background genes, 0.2%	0.0356	1.06%
2E+06 nuclear cell cycle DNA replication initiation	3 out of 62 genes, 4.8%	10 out of 5417 background genes, 0.2%	0.0356	1.03%
22402 cell cycle process	14 out of 62 genes, 22.6%	411 out of 5417 background genes, 7.6%	0.03661	1.00%
2E+06 mitotic DNA replication	4 out of 62 genes, 6.5%	26 out of 5417 background genes, 0.5%	0.04238	0.97%

Molecular function

How the deposited data were processed for this re-analysis (not part of the article)

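RNA-Seq of 3 control cultures and 3 cultures of *C. auris* exposed to 15 mM tyrosol was analysed from the table that the authors deposited. The paper states that the cultures came from 3 independent experiments. Each sample was assigned to its condition and replicate from its label. According to the paper, libraries were made with an NEBNext Ultra II kit, while the labels name a TruSeq kit. Single reads were aligned to the B8441 genome and quantified in StrandNGS. The aligner, the strand setting and the treatment of reads that match several genes are not given in the sources used here. The submitters' processing notes also name FastQC and DESeq.

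The deposited table holds, for 5417 genes, expected counts that need not be whole (99.3% to 99.6% of values per sample were not whole), which the authors obtained as reads per gene without normalization. It also holds log2 values that the authors made by scaling with the DESeq method and subtracting the median of each gene over the 6 samples. The authors' fold change column equals the ratio computed from these log2 values, and the deposited p-values are from the authors' moderated test, without and with Benjamini-Hochberg adjustment. Counts summed to between 22.36 and 25.59 M per control and between 20.31 and 22.16 M per tyrosol sample, against the paper's statement of about 18 to 22 M reads.

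For the values reported here, counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR (minimum count 10, minimum total count 15), which left 5373 genes and removed 44. Libraries were scaled by TMM (factors 0.977 to 1.031), and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested, at a threshold of 0.05, with the condition as the only term. The biological coefficient of variation was 0.131. Up-regulated and down-regulated genes also had to pass a fold change of 1.5, as in the paper. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15. Gene lists with at least 5 tested members were tested by camera with a preset correlation of 0.01 between genes. Camera with an estimated correlation and fry, which tests whether a list moves on balance in 1 direction without comparing it with other genes, were alternatives. Of 57 lists, 27 could be tested, 10 had 1 to 4 members and 20 had no member that could be matched.

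Identifiers of the table could be matched to 0 of the 5494 genes in the reference gene table, so names come from the paper's supplementary tables, which name 311 identifiers, 36 of them with more than 1 name. These are names of *C. albicans* matches. The *ALS*, lipase and ferric reductase genes belong to families with similar sequences, so their counts are uncertain where reads were shared. No neighbouring genes tested overlapped in the table's coordinates.

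Enrichment of adhesion, antioxidative defence and iron genes was tested by a two-sided Fisher's exact test on unique *C. auris* genes, with the genes tested as background. Which iron list this test uses had not been fixed before the data were examined. The 29 genes of all iron sections, the list size the paper gives, were chosen afterwards, with the 17 iron acquisition genes as an added alternative. The relation to RT-qPCR used the paper's ΔΔCP of 16 genes and a permutation test with 100000 resamples.

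The test was checked on simulated counts with 200 changed genes, drawn from the means, dispersions and library sizes of these samples. The quasi-likelihood test called 70.8% of genes changed 1.5-fold, 95.7% of those changed 2-fold and 100% of those changed 3-fold, and 15 of its 193 calls were false. In a simulation of 20 lists, the 1 shifted list and none of the others was called. Each gene was drawn on its own in both simulations. They therefore leave untested lists whose genes vary together, and a library that stands apart as control 3 does.

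Genes named in the text are those the paper names, the members of its MCM complex and DNA replication terms, the 12 largest rises and 12 largest falls among named genes that passed both thresholds with no overlap between the groups, up to 2 unnamed genes in each direction, and 2 to 4 examples of each list. Lists other than the iron list of the Fisher test, tests, this rule and the settings below were fixed before the data were examined. The fold changes printed in Supplementary Table 3 and Fig. 3 had been seen at that time. These settings were DESeq2, a replicate block, DESeq2 size factors, upper-quartile scaling, sample weights, no filter, a test against a 1.2-fold change and leaving out each sample. For the Fisher tests they were also all genes of the table as background and the adjusted p alone without the fold threshold. The test against 1.2-fold, planned with limma's treat, was run with the matching test of edgeR, and sample weights with limma's weights for counts, because the values are counts. Farnesol data were not analysed here.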

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

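Of the tests in this part, those on sequencing depth, large genes and gene length in control 3 and those on neighbouring genes were set before their results were seen, while the splits of the samples, both tests of tyrosol RNA in control 3 and the test of the direction of control 3 were chosen after. The genes below changed outside those the paper discusses. *GRE2*, matched to an oxidoreductase gene, had a log2 fold change of 2.26 (SE 0.15), and *PHO84*, matched to a phosphate transporter gene, 1.97 (SE 0.43), from 33.7 ± 22.7 to 132 ± 7.83 CPM (SD, n = 3). *PCK1*, of gluconeogenesis, had a log2 fold change of 1.03 (SE 0.24). *ATC1*, an acid trehalase gene, and *GUT1*, a glycerol kinase gene, each had a log2 fold change of -0.78 (SE 0.11 and 0.1). B9J08_000834, which has no name in the tables used here, rose from 16.1 ± 1.59 to 910 ± 405 CPM, a log2 fold change of 5.82 (SE 0.42). B9J08_003002, also without a name, fell from 393 ± 299 to 47.4 ± 23.3 CPM, a log2 fold change of -3.05 (SE 0.62), which was -2.22 without control 3. Adjusted p-values of these 7 genes lay between 0.00154 (*GRE2*) and 0.0417 (*PCK1*) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Calls for *PCK1* were lost with the replicate block and without control 1, control 2 or any 1 of the tyrosol samples, those of *PHO84* and B9J08_003002 without control 1 or any 1 of the tyrosol samples, those of *ATC1* without any 1 of the tyrosol samples and that of *GUT1* without tyrosol 2.

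Control 3 differed by over 1.5-fold from the mean of controls 1 and 2 in 587 of 5265 genes with at least 50 counts on average, 321 higher and 266 lower, against 79 genes between controls 1 and 2. After thinning to the smallest library 96.9% of these genes kept the difference, and without the 10 largest genes of each library 100% did. The bounds set before read shares this high as speaking against depth or a few large genes as the source. Both steps, however, left the median size at 0.79 on the log2 scale. They hardly changed the values, so these shares cannot decide the question, and a rule added afterwards left both open. Control 3 had 25.59 M reads on genes against 22.89 and 22.36 M in controls 1 and 2. Its 10 largest genes held 9.57% of them, against 7.49% and 7.24%. Differences this small, with genes apart in both directions, argue against either as the source for these genes. The Spearman correlation with gene length was 0.058, which argues against length as its source. For RNA of tyrosol-exposed cells in the library labelled control 3, the first test left the question open: over 14 genes that rose over 4-fold, a median share of 7.1% and an upper quartile of 18.3% would be needed. A second test, added because the first gave no answer, found control 3 within the range of the other 5 samples in 120 of the 587 genes (20.4%), which argues against such RNA as the source of the whole difference and leaves a small share open. The design names no condition that sets control 3 apart, so no biological explanation was tested.

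The difference of control 3 from controls 1 and 2 and the difference of the tyrosol samples from controls 1 and 2 had a correlation of 0.559 across genes, which are not independent replicates. Both differences share those controls. With controls 1 and 2 used on opposite sides the correlations were 0.549 and 0.4. This argues against chance values of a single shared control as the whole source. A state that controls 1 and 2 have in common would still enter both differences, so it is left open. What makes control 3 differ in this direction stays open.

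Log2 fold changes of neighbouring genes had a correlation of 0.112 over 5358 pairs, against at most 0.065 in 10000 random orders of the genes within scaffolds (one-sided permutation p = 1e-04, the smallest these orders give). Over the 2486 pairs at least 500 bases apart it was 0.107, and over closer pairs 0.119, which argues against reads counted for both of a pair of close genes. Shared regulation of neighbouring genes is a hypothesis that was not tested.

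With 3 against 3 samples there are 10 splits, too few for a share under 0.05. The real split called 688 genes by edgeR, 248 of them over 1.5-fold, and was the 1 split with counts that large. The highest count in the other splits was 0 in both cases (up to 844 genes at an unadjusted p under 0.05). Every other split puts tyrosol and control samples in both groups, so a treatment effect widens the spread within groups and lowers its counts. These counts are therefore no measure of what chance alone gives. For gene lists tested by camera with the preset correlation, the real split called 12 lists and the highest other split 13, and 5 splits, the real one included, called at least 12.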

How the results depend on the processing

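Alternatives with the authors' normalized values, with the authors' p-values and with the 17 iron genes were chosen after the main counts had been seen, and the others were planned. The main counts were 688 called, 145 up-regulated and 103 down-regulated genes. DESeq2 called 1235 genes. Sample weights, which gave control 3 a weight of 0.16, called 2451, with 291 up-regulated and 177 down-regulated. The test against a 1.2-fold change called 152, 85 and 54. Leaving out 1 sample gave between 111 and 2303 called genes, between 72 and 321 up-regulated and between 26 and 200 down-regulated. The highest counts came without control 3 and the lowest without tyrosol 2, and fewer samples enter each of these fits. In these leave-one-out fits, the calls lost among the 63 named genes that passed the main test were 34, 15 and 0 without controls 1, 2 and 3 and 36, 41 and 34 without tyrosol 1, 2 and 3. None of the named genes that passed changed sign under an alternative that was run.

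Deviations of same-numbered samples had correlations of 0.137, -0.187 and 0.266, and control 2 correlated best with tyrosol 1 (0.476). With 3 samples per group these values cannot show whether same-numbered samples came from the same experiment. With the replicate block 368 genes were called, 340 of them shared with the main count, and 134 were up-regulated and 100 down-regulated. The block ended the calls of 11 named genes, added 5, and changed the call of none of the 27 lists or the 6 Fisher tests.

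With an estimated correlation the adjusted p of the 12 called lists was 0.244 (amino acid biosynthesis), 0.275 (adhesion, antioxidative defence, MCM complex and DNA replication), 0.316 (catalases to thioredoxin), 0.359 (heat shock proteins), 0.371 (chaperones) and 0.381 (ferric reductases, iron acquisition, fatty acid biosynthesis and the Ehrlich pathway). The members of the amino acid and DNA replication lists had been picked by the paper as changed in these samples, so their calls under any setting follow from that choice. None of the 27 lists passed with an estimated correlation, and 4 had an unadjusted p under 0.05. That correlation is estimated from 3 samples per group. Even the amino acid list, whose 10 members had all been picked as higher, did not pass. A list that fails under this setting is therefore not shown to be unchanged. With fry, 9 lists passed; the adjusted p was 0.0879 for ferric reductases and iron acquisition, 0.0517 for fatty acid biosynthesis and the Ehrlich pathway, and 0.0265 for morphogenesis, which camera does not call. With sample weights, adhesion (0.098), ferric reductases (0.101) and the Ehrlich pathway (0.119) were no longer called, and with DESeq2 the ergosterol biosynthetic process was called (0.0454). Leaving out 1 sample gave adjusted p-values by camera from 1.2e-04 to 0.0561 for adhesion, 0.00562 to 0.675 for ergosterol, 0.0468 to 0.968 for fatty acid oxidation, 0.0016 to 0.0675 for catalases to thioredoxin, 0.00442 to 0.0928 for the Ehrlich pathway and 0.00272 to 0.212 for starvation genes.

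The Fisher test of antioxidative defence genes among up-regulated genes gave a p of 1 under the test against 1.2-fold, where no member passed, and from 0.00183 to 1 when 1 sample was left out, with 1 for the samples without control 1 or tyrosol 2. For iron genes among down-regulated genes the range was 1.5e-06 to 0.262. The first principal component held 63.4% of the variance over the 500 most variable genes, 48.7% with genes scaled to unit variance and 57.4% with the authors' normalized values. The correlation with RT-qPCR lay between 0.847 and 0.912 when 1 sample was left out. Except where a setting uses fewer samples or a stricter test, the cause was not tested. A changed pseudocount does not apply to counts, and lists have no value under the test against 1.2-fold or the authors' p-values. At this depth and with 3 samples per group, the simulation called 70.8% of genes changed 1.5-fold, so changes of that size can be missed.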

Differences from the paper's values

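For adhesion genes among up-regulated genes, the paper's Fisher p is 0.0003329 and the value here 6.2e-04. The p is within 1.5 times the paper's with the replicate block (4.9e-04), with sample weights (2.6e-04), without control 2 (3.2e-04) and without control 3 (3.8e-04), and not under the other alternatives set before the data were examined. The paper counts 3 of 6 listed genes and the list here has 3 of 7, so a near p under a setting does not show the source of the difference. With the authors' p-values, an alternative chosen afterwards, 142 genes were up-regulated and the Fisher p for the list here was 5.9e-04. Unlike calls therefore leave most of the gap, and the lists stay unlike.

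For antioxidative defence genes among up-regulated genes, the paper's Fisher p is 1.15e-05, with 6 of 21 genes, and the value here is 0.00414, with 4 of 25. Among the alternatives set before, the adjusted p alone with no fold threshold comes within 1.5 times of the paper's p (9.0e-06), and the others do not. That setting counts 9 of 25 members among 328 genes, so its near p does not show how the paper's value arose. The paper's list of 21 genes is another set, and *CAP1* and *CIP1*, which the paper names with this group, are not among the 25. The paper counts 2 down-regulated genes of this group with a p of 0.06467, and the values here are 1 gene and 0.384. None of these alternatives reaches either value. The list has 33 entries for 25 *C. auris* genes, and counted by entry 2 are down-regulated, because the gene of *SOD4* is also entered as *SOD5*. With the authors' p-values and the 25 genes, the Fisher p was 0.00384 for up-regulated and 0.399 for down-regulated genes. Unlike calls therefore close neither gap, and the lists stay unlike.

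For *POX1*, the log2 fold change from the paper's Supplementary Table 3 is 0.06 and the value here -0.14 (SE 0.43). For *PGK1* they are 0.01 and -0.1 (SE 0.38). Both have the paper's sign with the replicate block (0.07 and 0.02), with sample weights (0.46 and 0.21) and without control 3 (0.58 and 0.45), and not under the other alternatives set before. Neither gene passed the main test. The authors' fold change comes from the difference of mean log2 normalized levels and the value here from edgeR's fit to counts. These are unlike measures, so a setting that restores the sign does not show the source of the difference.

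The paper's Discussion describes genes of virulence factors as generally down-regulated. Over the 74 genes of the virulence part of Supplementary Table 3, 12 were higher and 10 lower here, and 10 rose and 4 fell over 1.5-fold. That part also holds genes of heat shock, pH sensing, osmotic stress and metal acquisition. Of the 10 that rose, 4 are heat shock genes, and *RBT5* of metal acquisition is among the 4 that fell. *BCR1* (-1.38) and *NRG1* (-0.74) fell here as the paper states. In Fig. 3, read by eye, *HMX1* is coloured as higher after tyrosol and *CSA2* as little changed, while the paper's text lists both as lower. Here *HMX1* had a log2 fold change of -0.84, and the gene shared by *RBT5* and *CSA2* -1.85. Supplementary Table 2 counts terms with an adjusted p under 0.05 as enriched, and lists oxoacid metabolic process with the paper's p of 0.05694 and polyphosphate metabolic process with 0.06601.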

Other observations

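Further groups were examined with edgeR's quasi-likelihood test. Where a group was listed by gene symbol, only members that could be matched were tested. These were 11 of 41 chaperone genes, 7 of 26 genes of glutathione metabolism, 8 of 32 starvation genes, 9 of 21 hyphal markers and 4 of 17 reference genes. Of 13 listed genes of the Ehrlich pathway, through which yeasts make tyrosol and other fusel alcohols, 5 could be matched. These were *GRE2*, *ADH1*, *ADH4*, *ADH5* and *PDC11*, and their median log2 fold change was 0.23. *GRE2* alone was higher, at 2.26, and the others did not pass. Among them, *ADH4* had a log2 fold change of 0.23 (SE 0.18) and *ADH5* one of 0.25 (SE 0.88). For *ADH5* the paper's Supplementary Table 3 gives a 1.9-fold rise, a larger change than here. The paper's value comes from mean log2 levels and the one here from edgeR's fit to counts, which are unlike measures. The count was the same when adjusted over the list alone. Camera gave this list an adjusted p of 0.0185, and an adjusted p of 0.381 with an estimated correlation, 0.0625 without control 2 and 0.0928 without tyrosol 3. Control 3 was over 1.5-fold above controls 1 and 2 in 3 of the 5 genes, with a median log2 difference of 1.1 over the list. *PHO84* was the 1 matched gene of the phosphate list, and it was higher. Of 11 chaperone genes, which overlap the heat shock list, 4 were higher (6 when adjusted over the list alone; camera adjusted p = 1.5e-06, and 0.371 with an estimated correlation). Of 7 genes of glutathione metabolism, the peroxidase genes *GPX1* and *GPX3* were higher, *GPX3* with a log2 fold change of 0.49 (SE 0.08), and the glutathione reductase gene *GLR1* had -0.19 (SE 0.12) and did not pass. Of 8 starvation genes, *PCK1* was higher (3 when adjusted over the list alone, and 3 without control 3), while the stress regulator gene *MSN4* had 1.06 (SE 0.32) and did not pass. Of 9 markers of hyphal cells, 2 were higher and 2 lower (3 and 2 when adjusted over the list alone). The cyclin-related gene *HGC1* was lower, with a log2 fold change of -0.42 (SE 0.1). The calls of *GPX1*, *GPX3*, *PCK1* and *HGC1* were lost without control 1 or any 1 of the tyrosol samples, and those of *GPX3*, *PCK1* and *HGC1* also with the replicate block.

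Of 11 gluconeogenesis genes *PCK1* alone passed, and of 6 trehalose genes *TPS3* was higher (0.67, SE 0.15) and *ATC1* lower. Without control 3, 2 gluconeogenesis genes were higher, and 4 trehalose genes were higher and 1 lower. The calls of *TPS3* and *ATC1* were lost without any 1 of the tyrosol samples, and that of *TPS3* also without control 1 or control 2. Of 34 listed genes of drug efflux and its regulators, 5 could be matched. The transcription factor gene *CAP1* alone was higher. The transporter genes *MDR1*, at -0.84 (SE 0.28), and *CDR1*, at 0.17 (SE 0.15), did not pass. Without control 3, 1 gene of this group was higher and 2 were lower. No gene passed edgeR's test among 4 of copper, 6 of zinc and 4 of manganese homeostasis, metals whose cell content the paper reports as lower after tyrosol. At an unadjusted p under 0.05 there were 1, 0 and 1, and DESeq2 called 0, 0 and 1. Without control 3, 1 zinc gene was higher and 1 lower, and 2 manganese genes were lower. The copper transporter gene *CTR1* had a log2 fold change of -0.19 (SE 0.14) and the zinc transporter gene *ZRT2* -0.32 (SE 0.24). Of 52 listed genes of the respiratory chain and ATP synthase, 3 could be matched, *SDH1*, *SDH2* and *SDH4*, so most of the chain was not examined. Among these 3 and 4 reference genes, none passed edgeR's test. At an unadjusted p under 0.05 there were 1 and 0, and DESeq2 called 0 in both. Without control 3, 1 respiratory chain gene was lower. Camera gave adjusted p-values of 0.0627 for starvation genes, 0.348 for the TCA cycle, 0.477 for hyphal markers, 0.562 for gluconeogenesis and glutathione metabolism, 0.821 for trehalose, 0.845 for zinc, 0.871 for drug efflux, 0.88 for fatty acid oxidation and 0.95 for glycolysis. With an estimated correlation these adjusted p-values were at least 0.653. Within the antioxidative list, 7 of the 22 genes from catalases to thioredoxin were higher and 1 lower (11 and 1 when adjusted over the list alone; camera adjusted p = 0.00506, 0.316 with an estimated correlation and 0.0675 without control 3, where 11 genes were higher). Within the iron list, 3 of 7 ferric reductase genes were lower (4 when adjusted over the list alone; camera adjusted p = 8.4e-04, and 0.381 with an estimated correlation; 4 lower and 1 higher without control 3), and 2 of 4 genes of haem uptake (3 when adjusted over the list alone). *ACT1*, the reference of the RT-qPCR, had a log2 fold change of 0.1 (SE 0.08).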
